# Transcriptional analysis of lung fibroblasts identifies PIM1 signaling as a driver of aging-associated persistent fibrosis

**DOI:** 10.1172/jci.insight.153672

**Published:** 2022-03-22

**Authors:** Tho X. Pham, Jisu Lee, Jiazhen Guan, Nunzia Caporarello, Jeffrey A. Meridew, Dakota L. Jones, Qi Tan, Steven K. Huang, Daniel J. Tschumperlin, Giovanni Ligresti

**Keywords:** Aging, Pulmonology, Fibrosis

## Abstract

Idiopathic pulmonary fibrosis (IPF) is an aging-associated disease characterized by myofibroblast accumulation and progressive lung scarring. To identify transcriptional gene programs driving persistent lung fibrosis in aging, we performed RNA-Seq on lung fibroblasts isolated from young and aged mice during the early resolution phase after bleomycin injury. We discovered that, relative to injured young fibroblasts, injured aged fibroblasts exhibited a profibrotic state characterized by elevated expression of genes implicated in inflammation, matrix remodeling, and cell survival. We identified the proviral integration site for Moloney murine leukemia virus 1 (PIM1) and its target nuclear factor of activated T cells-1 (NFATc1) as putative drivers of the sustained profibrotic gene signatures in injured aged fibroblasts. PIM1 and NFATc1 transcripts were enriched in a pathogenic fibroblast population recently discovered in IPF lungs, and their protein expression was abundant in fibroblastic foci. Overexpression of PIM1 in normal human lung fibroblasts potentiated their fibrogenic activation, and this effect was attenuated by NFATc1 inhibition. Pharmacological inhibition of PIM1 attenuated IPF fibroblast activation and sensitized them to apoptotic stimuli. Interruption of PIM1 signaling in IPF lung explants ex vivo inhibited prosurvival gene expression and collagen secretion, suggesting that targeting this pathway may represent a therapeutic strategy to block IPF progression.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is an aging-associated disease of the lung characterized by the accumulation of activated fibroblasts (myofibroblasts), excessive deposition of extracellular matrix (ECM) proteins, alveolar destruction, and lung stiffening (1, 2). Myofibroblasts are key cellular effectors of tissue remodeling in IPF lungs (3). Although these cells are transiently needed to orchestrate normal tissue repair, their pathogenic persistence and perpetuated activation leads to progressive lung fibrogenesis (4, 5). While multiple fibrogenic pathways have been found to drive aberrant matrix deposition (6), the transcriptional mechanisms responsible for maintaining persistent and self-sustaining myofibroblast activation remain largely unknown.

Recent single-cell RNA-Seq (scRNA-Seq) studies on mouse lungs following bleomycin challenge have revealed the remarkable heterogeneity of lung fibroblasts in both normal and fibrotic lungs (7, 8). Whereas these studies have offered a comprehensive characterization of different fibroblast transcriptomes in fibrotic mouse lungs, they have not provided specific insights into transcriptional programs governing lung fibrosis resolution and myofibroblast fate after injury. In this regard, we and others have recently characterized the transcriptome of lung fibroblasts at the peak of fibrosis and during the early resolution phase after bleomycin challenge in young mice and discovered that lung fibroblast activation in this model is transient and characterized by an acute elevation of profibrotic gene expression (14 days after bleomycin), followed by a gradual return to baseline during the initial resolution phase of fibrosis (30 days after bleomycin) (9–11). Notably, the acute profibrotic gene signature was similar to that of an aberrant myofibroblast population recently identified in IPF lungs (7), suggesting that transcriptional programs typically associated with the acute phase after injury may persist during sustained fibrosis, thereby promoting progressive accumulation of myofibroblasts and aberrant tissue remodeling.

While remarkable efforts have been dedicated to elucidating the origin of myofibroblasts in self-resolving mouse models of lung fibrosis, such as the bleomycin model in young mice (12), studies investigating myofibroblast persistence in progressive models of lung fibrosis are limited. Prior studies have identified NADPH oxidase 4 (NOX4), mouse double minute 4 homolog (MDM4), and the transcription factor myogenic differentiation 1 (MyoD) as factors that contributed to myofibroblast senescence and apoptosis resistance during persistent lung fibrosis in aged mice (11, 13–15). Consistent with these findings, we have recently shown that, similarly to IPF, activated fibroblasts accumulated and persisted in the fibrotic lungs of aged mice (16, 17), further suggesting that increased myofibroblast survival and/or dysfunctional apoptosis in aging may be responsible for the abnormal myofibroblast accumulation and for the sustained lung fibrosis.

To identify factors that may impair fibrosis resolution in advanced age, we performed a comparative RNA-Seq analysis on freshly isolated fibroblasts from the lungs of young and aged mice during the initial resolution phase of bleomycin-induced lung fibrosis (day 30 after bleomycin). We discovered that aged lung fibroblasts exhibited an increased inflammatory gene signature characterized by elevated expression of the proviral integration site for Moloney murine leukemia virus 1 (*Pim1*) relative to young lung fibroblasts. *Pim1* encodes for a protein kinase that phosphorylates and activates numerous nuclear proteins, including the transcription factor nuclear factor of activated T cells-1 (NFATc1), to promote cell proliferation and survival (18–20). Overexpression of PIM1 in normal human lung fibroblasts increased their fibrogenic activation, and this mechanism was attenuated by NFATc1 inhibition. Targeting PIM1 kinase using a small-molecule inhibitor blocked ECM protein synthesis and sensitized IPF-derived lung fibroblasts to apoptosis. Finally, inhibition of the PIM1 signaling pathway in organotypic cultures of human IPF lungs attenuated ECM remodeling and prosurvival gene expression, as well as collagen-I secretion. Together, our data strongly suggest that activation of PIM1/NFATc1 pathways in aging may perpetuate fibroblast activation and impair fibrosis resolution, and that its pharmacological inhibition may facilitate fibrosis resolution in IPF lungs.

## Results

### Lung fibroblasts from aged mice exhibit increased expression of inflammatory genes and reduced expression of ECM genes compared with young ones.

We and others have demonstrated that, while bleomycin-induced lung fibrosis in young mice is self-resolving, aged mice exposed to bleomycin developed progressive lung fibrosis, which fails to resolve (14, 16). To identify transcriptional changes in aged lung fibroblasts that impede fibrosis resolution, we carried out bulk RNA-Seq on fibroblasts sorted by FACS (EpCAM^–^, CD45^–^, CD31^–^, GFP^+^), isolated from the lungs of young (2 months) and aged (18 months) Col1a1-GFP transgenic mice during the initial phase of lung fibrosis resolution (30 days after intratracheal bleomycin instillation) (Figure 1A). 

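The Col1a1-GFP reporter marks cells in which the collagen I promoter is active, and the sort was set to exclude epithelial (EpCAM), hematopoietic (CD45), and endothelial (CD31) cells. Transcripts of leukocyte genes were still counted in the libraries, as given below. The data analysed here were the 4 aged sham and 5 aged bleo libraries, prepared from polyadenylated RNA. The paper gives the age of these mice as 18 months and the sample labels give 72 weeks. Aged bleo mice received 1.2 U/kg bleomycin and were studied on day 30. The libraries of young mice were not analysed here, so the values beside each statement cover the aged side of the comparison, and the difference tested is that of aged bleo against aged sham. The authors deposited the number of reads counted on each of 43346 genes, without normalization, together with FPKM values. The paper's text names no aligner, counting program, or genome build. The deposited gene coordinates are those of GRCm38, since 33460 of the 42462 gene identifiers shared with the GENCODE M21 annotation have the same start and end there. The counts summed to between 49921946 and 62370512 per aged sham library (median 54988154) and to between 53833507 and 68260600 per aged bleo library (median 55598628). At this depth, the 3 counts that a count of 0 allows correspond to 0.0409 to 0.0604 CPM, the counts scaled to library size. No pair of libraries of the same group was a duplicate, as their counts differed by 30.9 to 468 times the sampling noise (chi-square per degree of freedom). Following the thresholds of the paper, genes with an average count of at least 25 were tested, and those with an FDR under 0.10 and a fold change over 1.5 were called differentially expressed. The test was edgeR's quasi-likelihood test on the counts with TMM normalization, where the paper used a moderated test. Levels are given as TMM-normalized CPM, and FDR values are adjusted by the Benjamini-Hochberg procedure over the 16877 genes tested.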

We compared the transcriptome of aged lung fibroblasts during persistent lung fibrosis with that of young lung fibroblasts during the resolution phase after bleomycin challenge. The transcriptome of young lung fibroblasts during fibrosis resolution was previously published (9) and served as a comparison in the current study.

Principal component analysis (PCA) revealed that lung fibroblast samples clustered in 4 different groups according to treatment (sham- and bleomycin-treated) and age (2 months versus 18 months). This analysis further revealed that, relative to injured fibroblasts from aged lungs, fibroblasts from injured young lungs were transcriptionally more similar to those from uninjured young lungs, suggesting that the magnitude of fibroblast activation at this time point following injury is more pronounced with aging (Figure 1B). 

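Among the 9 aged libraries alone, the first principal component of the log2 CPM values held 61.4% of the variance and the second 13.8%. Of the variance along the first component, 85.7% lay between aged sham and aged bleo (two-sided exact permutation test over all splits of the 9 libraries, p = 0.00794, the smallest p that 4 against 5 libraries allow). The aged sham libraries scored from -69.1 to -50.1 on this component, and the aged bleo libraries from 5.18 to 88.7. The spread within aged bleo was thus wider than within aged sham, with aged bleo 2 nearest to the uninjured libraries and aged bleo 4 farthest from them. In the test of aged bleo against aged sham, 4022 of 16877 genes were differentially expressed, of which 2082 were higher and 1940 lower in aged bleo. The alternative that moved this count most, a moderated test on log2(FPKM + 1), gave 1785 genes, and 1761 of these were among the 4022. With each library left out in turn, the count ranged from 3530 to 4590. The names of the libraries end in 4 for all aged sham libraries and aged bleo 4, in 5 for aged bleo 1 to 3, and in 6 for aged bleo 5. What this number stands for is not stated, and only aged bleo 4 shares it with aged sham.

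**Figure D1:**
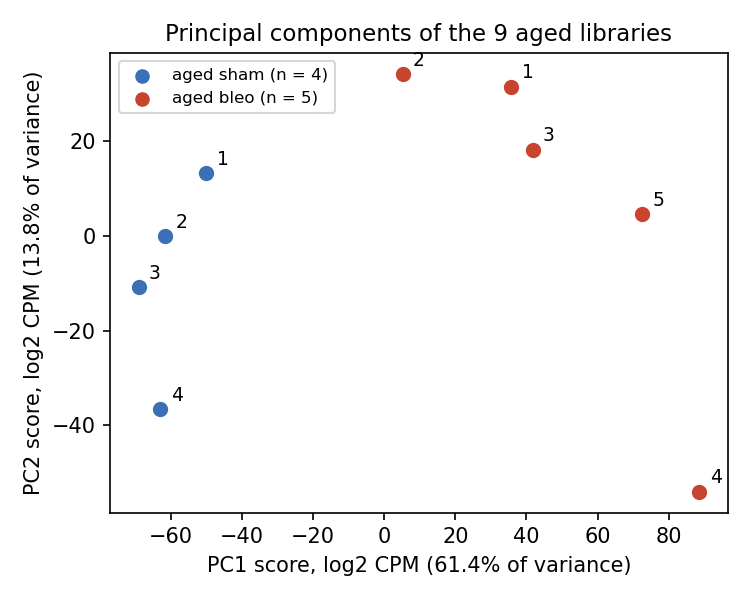
Principal component scores of the 4 aged sham and 5 aged bleo libraries from log2 CPM. Each point is a library with its replicate number, and the axes give the share of the variance of each component. The aged bleo libraries have first-component scores of 5.18 and above, and the aged sham libraries scores of -50.1 and below.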

To identify aging-associated alterations in the transcriptome of lung fibroblasts, we first compared the transcriptome of young lung fibroblasts with that of aged lung fibroblasts in the absence of injury. We identified 1200 differentially regulated genes, of which 69.7% were upregulated and 30.3% were downregulated (Figure 1C). 

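In the 4 aged sham libraries, both collagen genes were more abundant than any of the inflammation-associated genes. Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541543) was at 5463 ± 637 CPM (SD, n = 4), Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) at 7909.9 ± 1205 CPM, and Sparc (ENSMUSG00000018593, chromosome 11, 55394500 to 55420080) at 1879.8 ± 193 CPM. Of the inflammation-associated genes, Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) was at 526 ± 128 CPM and Il6 (ENSMUSG00000025746, chromosome 5, 30013161 to 30019968) at 359.7 ± 60.7 CPM. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) varied far more between mice, with 105, 125, 258, and 544 CPM in aged sham 1 to 4. The young sham libraries on the other side of the comparison in Fig. 1C were not analysed here, so the difference between ages was not tested. After bleomycin, Col1a2 and Sparc were higher in every aged bleo library than in any aged sham library (log2 fold changes 1.59 and 1.72, standard errors 0.18 and 0.16, FDR 3.27e-04 and 1.11e-04). Il6 was lower in every aged bleo library (log2 fold change -1.48, standard error 0.34, FDR 0.0101), and Cxcl1 was lower on average, with overlapping libraries (log2 fold change -1.05, standard error 0.32, FDR 0.0303).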

Among the most highly expressed genes, ECM-related genes such as *Col1a1*, *Col1a2*, *Col3a1*, and *Sparc* were significantly downregulated, while inflammation-associated genes, including *Il6*, *Il1b*, and *Cxcl1*, were significantly upregulated in aged lung fibroblasts (Figure 1C). These data suggest that aged lung fibroblasts were more inflammatory and exhibited lower expression of ECM-related genes than young fibroblasts, and this is consistent with previous findings in mice and humans demonstrating a progressive increase of inflammation and reduced expression of ECM-related genes with aging (21, 22).

### Aging perpetuates profibrotic and prosurvival gene signatures in lung fibroblasts following bleomycin challenge.

We next compared the transcriptome of fibroblasts from injured young lungs with that of fibroblasts from uninjured young lungs. We identified 2421 differentially regulated genes in injured young lung fibroblasts, of which 62.8% were upregulated and 37.2% were downregulated (Figure 1D). Among the most upregulated and statistically significant genes were those previously implicated in fibroblast activation — including *Fn1* and *Spp1* (7, 23), encoding for fibronectin-1 and osteopontin, respectively (Figure 1D). Intriguingly, the myofibroblast gene markers *Acta2* and *Col1a1* were downregulated and unchanged, respectively, in young fibroblasts at this point of resolution after injury (Figure 1D), confirming our previous findings that fibroblasts from young mice reverse their state of activation during the resolution phase after bleomycin challenge compared with the peak of fibrosis (9).

We next compared the transcriptome of fibroblasts from injured aged lungs with that of fibroblasts from uninjured young lungs and identified 3596 differentially regulated genes in injured aged lung fibroblasts, of which 55.5% were upregulated and 44.5% were downregulated (Figure 1E). In contrast to fibroblasts from young lungs after injury, fibroblasts from aged lungs exhibited elevated expression of genes — including *Col1a1*, *Tnc*, *Timp1*, and *Cthrc1 —* associated with fibroblast activation and ECM remodeling (Figure 1E). These findings are consistent with our previous observations demonstrating persistent ECM protein accumulation in the lungs of aged mice following bleomycin challenge (16, 17).

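In the aged libraries, Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 20853 ± 4970.3 CPM (SD, n = 5) in aged bleo and 4154 ± 407 CPM (SD, n = 4) in aged sham (log2 fold change 2.33, standard error 0.23, FDR 1.76e-04). Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) was at 2068 ± 735 CPM (SD, n = 5) in aged bleo and 34.7 ± 10.3 CPM (SD, n = 4) in aged sham (log2 fold change 5.90, standard error 0.39, FDR 2.32e-05). Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735), which encodes an inhibitor of matrix metalloproteinases, was at 386 ± 166 CPM (SD, n = 5) in aged bleo and 57.3 ± 3.81 CPM (SD, n = 4) in aged sham (log2 fold change 2.75, standard error 0.33, FDR 5.19e-04). For Cthrc1 (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121), the levels were 211 ± 109.8 CPM (SD, n = 5) in aged bleo and 14.7 ± 1.56 CPM (SD, n = 4) in aged sham (log2 fold change 3.84, standard error 0.40, FDR 2.24e-04). Each of these genes was higher in all 5 aged bleo libraries than in all 4 aged sham libraries, a separation that 1.59% of the splits of 9 libraries give by chance. With each library left out in turn, the log2 fold change of Col1a1 ranged from 2.24 to 2.45 and that of Cthrc1 from 3.62 to 4.03. The 5 downregulated genes labelled in Fig. 1E were also lower in all aged bleo libraries than in all aged sham libraries. Gsn fell most, with 7860.4 ± 5721 CPM (SD, n = 5) in aged bleo and 33805 ± 3329 CPM (SD, n = 4) in aged sham (log2 fold change -2.10, standard error 0.55, FDR 0.0179). The paper's own comparison in Fig. 1E is with young sham, and aged sham served as the reference here.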

To illustrate and directly compare the transcriptional changes in fibroblasts from young and aged lungs following injury, we generated heatmaps of selected genes that are representative of specific signaling pathways implicated in lung fibrosis, such as ECM remodeling and prosurvival pathways. As shown in Figure 1F, we found that the expression of genes encoding for ECM proteins was moderately increased in injured fibroblasts from young lungs compared with uninjured young lung fibroblasts during the early resolution phase of fibrosis. On the contrary, the expression of these genes remained strongly elevated in aged lung fibroblasts during the same time after bleomycin injury. Furthermore, the expression of ECM remodeling genes, including that of genes encoding for matrix-degrading enzymes, was elevated in young lung fibroblasts after injury, suggesting that ECM degradation may contribute to fibrosis resolution in young lungs. 

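All 10 ECM genes of Fig. 1F were higher in each of the 5 aged bleo libraries than in any of the 4 aged sham libraries, and all 10 passed the thresholds, both over all genes tested and adjusted over the list alone. The study chose this list on these samples, so the latter count is not independent evidence. Their log2 fold changes ranged from 0.83 for Tpm4 to 5.90 for Tnc, with a median of 1.53. Lox (ENSMUSG00000024529, chromosome 18, 52516069 to 52529867), which encodes the collagen cross-linking enzyme lysyl oxidase, was at 754 ± 251 CPM (SD, n = 5) in aged bleo and 159 ± 13.2 CPM (SD, n = 4) in aged sham (log2 fold change 2.24, standard error 0.24, FDR 2.50e-04). Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) had a smaller difference relative to its spread, with 11074 ± 1939 CPM (SD, n = 5) in aged bleo and 5471 ± 2115 CPM (SD, n = 4) in aged sham (log2 fold change 1.02, standard error 0.26, FDR 0.0169). Lgals12 was the least abundant of the 10, at 1.18 ± 0.165 CPM (SD, n = 5) in aged bleo and 0.185 ± 0.0976 CPM (SD, n = 4) in aged sham, and its log2 fold change of 2.65 fell to 0.20 on the log2(FPKM + 1) scale, under the fold change threshold. Tpm4 (log2 fold change 0.83, standard error 0.20, FDR 0.0115) did not reach a fold change of 2.

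**Figure D2:**
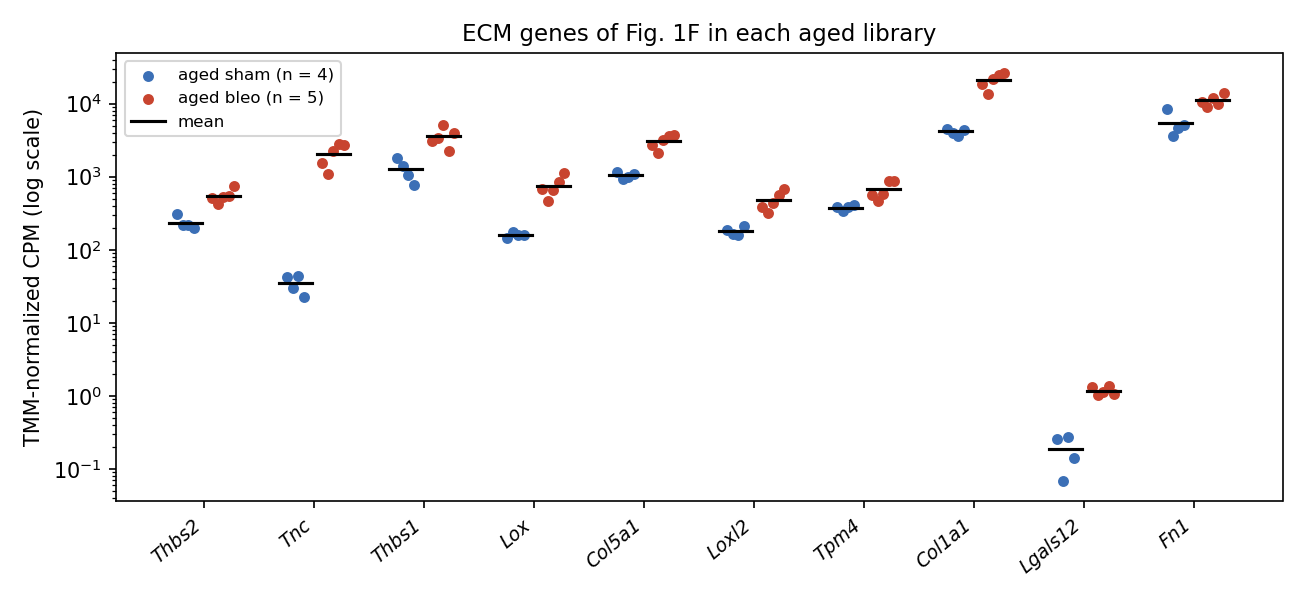
TMM-normalized CPM of the 10 genes of Fig. 1F in each aged library, on a log axis. Each point is a library of aged sham (n = 4) or aged bleo (n = 5), and black lines are group means. For each gene, the aged bleo points lie above the aged sham points.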

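Within the aged libraries, the 10 remodeling genes of Fig. 1G moved in both directions after bleomycin. Adjusted over all genes tested, 6 were higher and 3 lower in aged bleo, and the number past the thresholds adjusted over the list alone, which the study chose on these samples, was 9. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), encoding macrophage metalloelastase, was at 47.3 ± 17.1 CPM (SD, n = 5) in aged bleo and 0.485 ± 0.140 CPM (SD, n = 4) in aged sham (log2 fold change 6.61, standard error 0.35, FDR 1.23e-05). Ctss (ENSMUSG00000038642, chromosome 3, 95526786 to 95556403) was at 123 ± 64.2 CPM (SD, n = 5) in aged bleo and 15.6 ± 3.90 CPM (SD, n = 4) in aged sham (log2 fold change 2.98, standard error 0.39, FDR 7.76e-04). The macrophage marker Lyz2, which is not in Fig. 1G, was higher as well, at 628 ± 303 CPM (SD, n = 5) in aged bleo and 117 ± 33.6 CPM (SD, n = 4) in aged sham. Mmp14 (ENSMUSG00000000957, chromosome 14, 54431604 to 54441258) was at 1025 ± 159.6 CPM (SD, n = 5) in aged bleo and 414 ± 32.0 CPM (SD, n = 4) in aged sham (log2 fold change 1.31, standard error 0.13, FDR 2.13e-04). Mmp2 did not differ beyond its spread (log2 fold change 0.26, standard error 0.20, FDR 0.344). Among the lower genes, the metalloproteinase inhibitors Timp2 and Timp3 were at 1963 ± 581 and 2034 ± 858 CPM (SD, n = 5) in aged bleo, against 3787 ± 229.8 and 4777 ± 252 CPM (SD, n = 4) in aged sham. Their log2 fold changes were -0.95 and -1.23 (standard errors 0.22 and 0.30, FDR 0.0102 and 0.0127). Ctsl fell by 0.63 on the log2 scale, and it fell by 0.58 without aged bleo 4, which is under the fold change threshold. The injured young libraries that the comparison in Fig. 1G needs were not analysed here.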

Aged fibroblasts, however, exhibited reduced expression of these genes compared with young ones, which may underpin the accumulation of collagen and the persistent fibrosis in aged lungs (Figure 1G). Furthermore, fibroblasts from injured aged lungs also exhibited marked elevation of prosurvival/proliferation genes, including *Birc5*, *Foxm1*, *Aurkb*, and *Plk1*, compared with those from injured young fibroblasts (Figure 1H). 

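All 10 genes of Fig. 1H had a higher mean in aged bleo than in aged sham, and 7 passed the thresholds over all genes tested, as they did adjusted over the list alone, which the study chose on these samples. Birc5 (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743) was at 11.7 ± 10.3 CPM (SD, n = 5) in aged bleo and 1.07 ± 0.393 CPM (SD, n = 4) in aged sham (log2 fold change 3.45, standard error 0.75, FDR 0.00823). Its level differed widely among injured mice, from 1.87 CPM in aged bleo 2 to 26.2 CPM in aged bleo 4. Macrophage genes were also highest in aged bleo 4 among the injured mice, though not lowest in aged bleo 2. Whether RNA from macrophages contributes to the genes of Fig. 1H was not tested. Aurkb (ENSMUSG00000020897, chromosome 11, 69045647 to 69051664) was at 5.62 ± 4.04 CPM (SD, n = 5) in aged bleo and 0.734 ± 0.663 CPM (SD, n = 4) in aged sham (log2 fold change 2.92, standard error 0.73, FDR 0.0148). Aged sham 1 had 1.73 CPM of Aurkb, above the 1.33 CPM of aged bleo 2, while the other aged sham libraries had no more than 0.424 CPM. Without aged sham 1, the log2 fold change of Aurkb was 3.80. Cdk2 (log2 fold change 0.47, standard error 0.19, FDR 0.0831), Map2k1 (log2 fold change 0.23, standard error 0.08, FDR 0.0597), and Nfatc3 (log2 fold change 0.24, standard error 0.08, FDR 0.0360) remained under a fold change of 1.5. Injured young fibroblasts, the reference in Fig. 1H, were not analysed here.

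**Figure D3:**
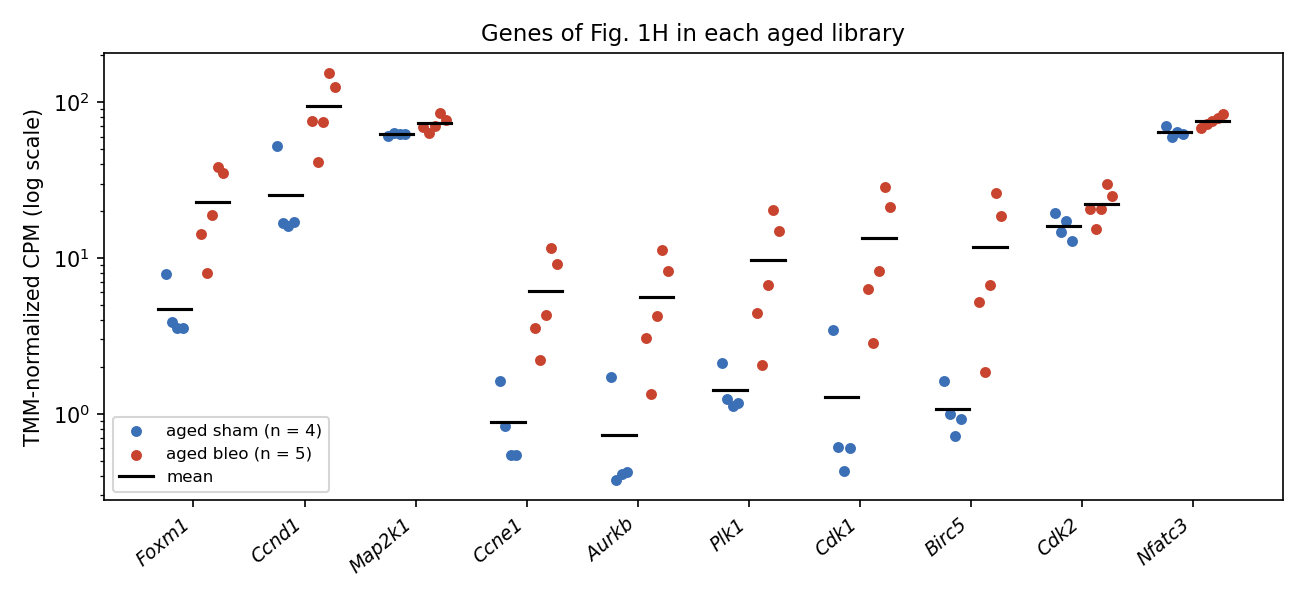
TMM-normalized CPM of the 10 genes of Fig. 1H in each aged library, on a log axis. Each point is a library of aged sham (n = 4) or aged bleo (n = 5), and black lines are group means. The points of Aurkb, Ccnd1, Plk1, Cdk1, Cdk2, and Nfatc3 overlap between the groups, and the highest aged sham point of each of these is aged sham 1.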

Interestingly, the transcription factor FOXM1 has been recently found to play a key role in lung fibrogenesis through the upregulation of profibrotic and prosurvival mediators, including BIRC5 and PLK1, in pathogenic lung fibroblasts (24).

Collectively, these data demonstrate that lung fibroblasts from aged mice after bleomycin injury exhibited altered gene expression signatures compared with those from young mice, including increased expression of genes encoding for ECM proteins and reduced expression of those implicated in ECM protein degradation and resorption. Additionally, numerous genes associated with inflammation and apoptosis resistance were markedly increased in aged lung fibroblasts compared with young fibroblasts after bleomycin challenge, suggesting that increased fibroblast activation/survival may be responsible for pathogenic fibroblast accumulation and increased collagen deposition in fibrotic aged lungs.

### PIM1 and NFATc1 are putative mediators of the sustained fibroblast activation in fibrotic aged lungs.

To identify aging-associated genes that are responsible for the sustained fibrogenic and prosurvival gene signatures in aged lung fibroblasts after injury, we focused on genes whose expression was increased or reduced in aged lung fibroblasts compared with young ones (aging comparison) and maintained the same trend following bleomycin challenge (bleomycin response comparison). We identified a total of 720 differentially expressed genes (218 downregulated and 502 upregulated) that were shared between the aging comparison and the bleomycin response comparison (Figure 2A). Genes such as *Nr1d1*, *Adamts2,* and *Fam129a* were strongly downregulated in aged lung fibroblasts compared with young ones. 

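In the aged libraries, Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) was at 186 ± 37.3 CPM (SD, n = 4) in aged sham and at 96.4 ± 44.2 CPM (SD, n = 5) in aged bleo (log2 fold change -0.95, standard error 0.31, FDR 0.0383). The ranges overlapped, from 153 to 225 CPM in aged sham and from 54.5 to 161 CPM in aged bleo. Fam129a (ENSMUSG00000026483, chromosome 1, 151571186 to 151721939) was at 389 ± 38.1 CPM in aged sham and 229 ± 74.1 CPM in aged bleo, lower in each aged bleo library than in any aged sham library (log2 fold change -0.77, standard error 0.23, FDR 0.0293). Adamts2 (ENSMUSG00000036545, chromosome 11, 50602084 to 50807573) was at 830.0 ± 49.7 CPM in aged sham and 849.5 ± 298 CPM in aged bleo, with no difference beyond the spread (log2 fold change 0.03, standard error 0.25, FDR 0.932), and the sign of its log2 fold change was negative in the moderated test on log2 CPM (-0.05). Of the 10 downregulated genes labelled in Fig. 2A, 6 were lower in aged bleo than in aged sham past the thresholds over all genes tested, and 7 adjusted over the list alone. The difference of either aged group from young fibroblasts was not analysed here.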

Interestingly, it has been demonstrated that *Nr1d1*, encoding for Rev-Erbα, an important regulator of the circadian clock, regulates collagen homeostasis and that loss of its activity exacerbated bleomycin-induced pulmonary fibrosis (25, 26).

On the contrary, we found that numerous inflammatory-associated genes, including those encoding for cytokines and chemokine receptors, such as *Ccr1*, *Cxcr4*, *Ccl2*, *Il1b*, and *Cxcl10*, were upregulated in aged lung fibroblasts prior to and after bleomycin challenge (Figure 2A), suggesting that age-associated inflammation may influence fibroblast responses to injury and the recovery from fibrosis.

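Between aged bleo and aged sham, none of these 5 genes passed the thresholds. Of the 10 upregulated genes labelled in Fig. 2A, 8 had a negative and 2 a positive log2 fold change. Over all genes tested, 2 passed the thresholds, both lower in aged bleo, and 1 passed adjusted over the list alone. The 2 were Pim1 and Ccl7 (log2 fold change -0.79, standard error 0.28, FDR 0.0565). Ccr1 (ENSMUSG00000025804, chromosome 9, 123962126 to 123968692) was at 17.0 ± 17.2 CPM (SD, n = 5) in aged bleo and 22.7 ± 18.2 CPM (SD, n = 4) in aged sham (log2 fold change -0.41, standard error 0.69, FDR 0.669). Cxcr4 (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293) was at 30.4 ± 31.5 CPM (SD, n = 5) in aged bleo and 27.7 ± 17.4 CPM (SD, n = 4) in aged sham (log2 fold change 0.14, standard error 0.65, FDR 0.888), and its log2 fold change changed sign in the moderated test on log2 CPM, at -0.12. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was at 73.1 ± 29.7 CPM (SD, n = 5) in aged bleo and 88.4 ± 40.5 CPM (SD, n = 4) in aged sham (log2 fold change -0.27, standard error 0.33, FDR 0.553). Il1b was at 127 ± 137 CPM (SD, n = 5) in aged bleo (log2 fold change -1.02, standard error 0.73, FDR 0.307), and Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was at 29.7 ± 10.7 CPM (SD, n = 5) in aged bleo and 23.1 ± 18.1 CPM (SD, n = 4) in aged sham (log2 fold change 0.36, standard error 0.45, FDR 0.558). Single libraries decided several of these values. Without aged bleo 4, the log2 fold change of Il1b was -1.95, that of Ccr1 -1.29, and that of Cxcr4 -0.76. Il1b and Ccr1 then passed the thresholds. Leaving out other single libraries moved the log2 fold change the other way. It reached -0.35 for Il1b, 0.28 for Ccr1 (without aged sham 4), and 0.65 for Cxcr4. Without aged sham 1, that of Cxcl10 was 1.08, past the thresholds, and that of Ccl2 0.10. Across the 9 libraries, Ccr1, Il1b, and Cxcr4 rose and fell with the mean log2 CPM of 7 neutrophil marker genes, which left out S100a9 of Fig. 1C (Pearson's r = 0.993, 0.927, and 0.920, exact permutation p = 5.24e-05, 2.78e-04, and 0.00248, adjusted over 16 relations 8.38e-04, 0.00148, and 0.00581). Spearman's rho was 0.917, 0.950, and 0.683 (exact permutation p = 0.00131, 3.53e-04, and 0.0503, adjusted 0.00700, 0.00564, and 0.0895). Within treatments, r was 0.993, 0.957, and 0.934 (exact permutation p = 6.94e-04, 0.00174, and 0.00660). Without aged bleo 4 and aged sham 4, the libraries farthest from the median, r was 0.972, 0.866, and 0.586 over the 7 others and 0.966, 0.808, and 0.540 within treatments (exact permutation p within treatments = 0.0139, 0.0417, and 0.278), lowest for Cxcr4. The level of a pan-leukocyte list was likewise highest in aged bleo 4 and aged sham 4 within their groups. From the higher levels of these genes in aged than in young fibroblasts, with and without injury, the paper proposes that age-associated inflammation may influence how fibroblasts respond to injury and recover from fibrosis.

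**Figure D4:**
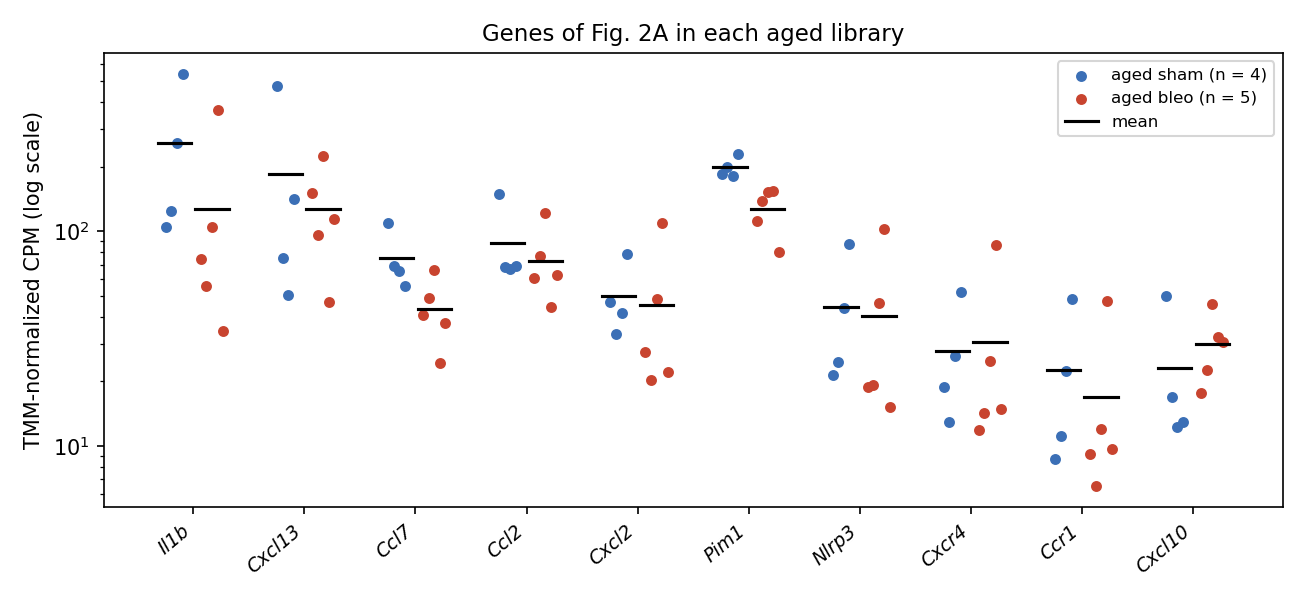
TMM-normalized CPM of the 10 upregulated genes labelled in Fig. 2A in each aged library, on a log axis. Each point is a library of aged sham (n = 4) or aged bleo (n = 5), and black lines are group means. The points of the groups overlap for each gene except Pim1.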

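Nr1d2 (ENSMUSG00000021775, chromosome 14, 18204054 to 18239127) was at 92.3 ± 22.4 CPM (SD, n = 5) in aged bleo and 140.0 ± 30.8 CPM (SD, n = 4) in aged sham (log2 fold change -0.60, standard error 0.20, FDR 0.0441). Its level in aged sham 1 was 186 CPM, far above the other aged sham libraries, the lowest of which had 121 CPM. Without aged sham 1, its log2 fold change was -0.43, no longer past the thresholds. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710155), a clock output gene labelled in Fig. 2A, was at 21.5 ± 9.06 CPM (SD, n = 5) in aged bleo and 37.8 ± 17.8 CPM (SD, n = 4) in aged sham, a difference that did not pass the FDR threshold (log2 fold change -0.81, standard error 0.36, FDR 0.109) and passed it under DESeq2 (-0.82). The transcripts of young fibroblasts, against which the paper measured the circadian pathway, were not analysed here.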

To identify signaling pathways that are involved in the transcriptional response of aged lung fibroblasts, we performed Ingenuity Pathway Analysis (IPA) and identified “Circadian Rhythm Signaling” pathway among the most downregulated pathways in aged lung fibroblasts (Figure 2B); this finding was consistent with the downregulation of 2 major regulators of this pathway, *Nr1d1* and *Nr1d2,* in aging. Among the upregulated pathways, multiple inflammatory pathways were enriched in aged lung fibroblasts, and among them were IL-6, NFAT, and STAT3 signaling pathways (Figure 2B).

Next, we sought to identify transcription factors that are responsible for the sustained profibrotic gene signature in aged lung fibroblasts after injury. To do that, we examined the promoter region (±2 kb from transcriptional start sites) of the differentially expressed genes in injured young and aged lung fibroblasts relative to uninjured fibroblasts using HOMER (27). We found that, in injured young lung fibroblasts, a large portion of differentially expressed genes contained a Krüppel-like factor 4 (KLF4) binding motif (Figure 2C). Interestingly, an antifibrotic function for KLF4 has been previously identified in lung and kidney fibrosis (28–30), suggesting that this transcription factor may be implicated in attenuating lung profibrotic responses in young mice after bleomycin challenge.

Next, we found that approximately a third of differentially expressed genes in injured aged lung fibroblasts contained the binding motif for NFATc1 (Figure 2D). Intriguingly, the NFAT signaling pathway was among the top enriched pathways in aged lung fibroblasts following injury, as demonstrated by our IPA analysis (Figure 2B). 

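All 11 genes of Fig. 2E were higher in aged bleo than in aged sham and passed the thresholds, over all genes tested and adjusted over the list alone, which the study chose on these samples. Their log2 fold changes ranged from 1.30 for Cdk6 to 4.12 for Ccl4, and in 6 of the 11 all aged bleo libraries were above all aged sham libraries. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391034) was at 1178 ± 242 CPM (SD, n = 5) in aged bleo and 235 ± 66.2 CPM (SD, n = 4) in aged sham (log2 fold change 2.32, standard error 0.22, FDR 1.31e-04). Col3a1 rose to 23902 ± 3358 CPM (SD, n = 5) in aged bleo (log2 fold change 1.60, standard error 0.19, FDR 4.82e-04). The chemokine genes were scarce before injury and varied after it. Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) was at 24.8 ± 20.5 CPM (SD, n = 5) in aged bleo and 1.60 ± 0.738 CPM (SD, n = 4) in aged sham (log2 fold change 3.95, standard error 0.81, FDR 0.00643), and Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) at 23.9 ± 20.3 CPM (SD, n = 5) in aged bleo and 1.37 ± 0.672 CPM (SD, n = 4) in aged sham (log2 fold change 4.12, standard error 0.83, FDR 0.00618). Across aged bleo, Ccl3 ranged from 2.79 to 52.8 CPM, and the macrophage marker Adgre1, listed under its older symbol Emr1, ranged from 4.28 to 28.3 CPM. Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939869) was at 93.8 ± 44.7 CPM (SD, n = 5) in aged bleo and 25.5 ± 17.8 CPM (SD, n = 4) in aged sham (log2 fold change 1.88, standard error 0.49, FDR 0.0170), and Cdk1 (ENSMUSG00000019942, chromosome 10, 69336635 to 69352938) at 13.4 ± 10.9 CPM (SD, n = 5) in aged bleo and 1.28 ± 1.46 CPM (SD, n = 4) in aged sham (log2 fold change 3.38, standard error 0.88, FDR 0.0170). Uhrf1 (log2 fold change 2.37, standard error 0.78, FDR 0.0410) was the gene nearest to the FDR threshold, and without aged sham 4, where its log2 fold change was 2.19, it did not pass. The promoters of these genes were not searched for NFATc1 motifs here.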

Genes containing NFATc1 binding sites that exhibited increased expression in aged lung fibroblasts include those encoding for chemokines such as *Ccl3* and *Ccl4*; proliferation/prosurvival proteins, such as *Ccnd1*, *Cdk1*, *Plk1*, and *Birc5*; as well as ECM proteins including *Postn, Col3a1,* and *Cthrc1* (Figure 2E). Several of these genes have been demonstrated to be direct targets of NFATc1 (31, 32), increasing confidence in our findings.

Interestingly, the expression of *Postn*, *Cthrc1*, and *Col3a1* was strongly enriched in a pathogenic fibroblast population that was recently discovered in fibrotic mouse lungs, as well as in IPF lungs (7, 33). Of note, all 3 genes contain NFATc1 binding motifs in their regulatory regions, suggesting that NFATc1 may perpetuate aberrant transcriptional programs in this fibroblast population. NFATc1 is a transcription factor implicated in T cell biology and innate immune responses (34). Although NFATc1 is expressed in mesenchymal cells (35), its role in fibroblast activation and lung fibrosis is largely unknown. Multiple receptors, including GPCRs, as well protein kinases such as protein kinase A and PIM1, rely on NFATc1 activity to achieve critical cellular functions including proliferation and apoptosis (36, 37). Intriguingly, the *PIM1* gene, encoding for the kinase PIM1, was one of the top upregulated genes in lung fibroblasts from aged mice (Figure 2F), and its function was previously implicated in STAT3-mediated cell survival and cancer-associated fibroblast activation (38, 39). 

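Pim1 (ENSMUSG00000024014, chromosome 17, 29490812 to 29496111) had deposited values of 31.7 ± 3.13 FPKM (SD, n = 4) in aged sham and 20.7 ± 5.20 FPKM (SD, n = 5) in aged bleo. On the scale of TMM-normalized CPM, it was at 199 ± 22.3 CPM in aged sham and 127 ± 31.5 CPM in aged bleo. Its level was lower in each of the 5 aged bleo libraries (80.0 to 155 CPM) than in any of the 4 aged sham libraries (182 to 230.5 CPM), with a log2 fold change of -0.65, standard error 0.18, FDR 0.0245. The log2 fold change stayed negative in every alternative, but it was close to the fold change threshold and fell under it without aged sham 4 (-0.57), without aged bleo 5, and with the replicate numbers as a block (-0.52 in both). The names of the aged sham libraries and of aged bleo 4 share an ending whose meaning is not stated, and with this ending as a term in the fit, where the difference rests on aged bleo 4, the log2 fold change was -0.37 and did not pass the thresholds. A list of 15 immediate early genes that respond to tissue dissociation was likewise lower in each aged bleo library than in any aged sham library, although Hspa1a and Hspa1b of that list were higher. The comparison of aged with young fibroblasts in Fig. 2F was not repeated, as the young libraries were not analysed here.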

Intriguingly, STRING analysis (40) confirmed the interconnection between PIM1, NFATc1, and STAT3, as shown in Figure 2G. These findings support the hypothesis that increased expression of PIM1 in aging leads to increased NFATc1 transcriptional activity, thereby perpetuating profibrotic gene signatures in aged lung fibroblasts after injury.

### The expression of PIM1 and NFATc1 is enriched in pathogenic fibroblasts in IPF lungs.

To investigate the relevance of the PIM1 signaling pathway in human IPF, we interrogated a publicly available scRNA-Seq data set from normal and IPF lungs (GSE132771) (7). We identified mesenchymal cells, epithelial cells, endothelial cells, and immune cells based on the expression of specific gene markers, and we reclustered the mesenchymal cell population using uniform manifold approximation and projection (UMAP). Similarly to what we found in fibroblasts from diseased aged mouse lungs, UMAP — along with gene expression analysis — revealed increased expression of genes associated with fibroblast activation, including *CTHRC1*, *POSTN*, *COL1A1*, and *COL3A1,* in a pathogenic fibroblast population in IPF lungs, as previously demonstrated (7) (Figure 3, A and B). Interestingly, *PIM1* and *NFATc1* expression was enriched in this pathogenic population, supporting a role for these factors in myofibroblast differentiation in human IPF lungs (Figure 3B). To complement our scRNA-Seq analysis and validate the expression of PIM1 and NFATc1 at the protein level in diseased human lungs, we performed an IHC analysis on normal and IPF lung tissues. While we observed widespread positivity for both NFATc1 and PIM1 in diseased lungs, consistent with their expression in a variety of cell types (41–44), we also confirmed their strong nuclear expression in fibroblastic foci (Figure 3, C and D), which represent areas of active fibrosis in human IPF. Collectively, our data suggest that PIM1 and NFATc1 may play direct roles in fibroblast activation and expansion in fibrotic human lungs.

### PIM1 potentiates TGF-β signaling in human lung fibroblasts, and this effect is attenuated by NFATc1 inhibition.

To translate these findings to human cells and evaluate the fibrogenic effect of PIM1 in lung fibroblast activation in vitro, we first overexpressed this protein kinase in normal human lung fibroblasts using lentiviral transduction. Compared with lung fibroblasts transduced with control lentivirus, PIM1-overexpressing lung fibroblasts exhibited about a 4-fold increase in *PIM1* gene expression, which was comparable with that observed in aged mouse lung fibroblasts (Figure 4A). To investigate the contribution of PIM1 to TGF-β–induced lung fibroblast activation, we exposed control and PIM1-overexpressing cells to TGF-β for 24 hours, followed by quantitative PCR (qPCR) analysis to evaluate expression of profibrotic genes such as *ACTA2* and *COL1A1*. As shown in Figure 4, B and C, overexpression of PIM1 did not increase basal level expression of *ACTA2* and *COL1A1* genes; however, it potentiated TGF-β–induced expression of these profibrotic genes. At a protein level, overexpression of PIM1 recapitulated what we observed at an RNA level except for collagen-I, whose protein expression, as well as secretion, was increased in PIM1-overexpressing cells even in the absence of TGF-β (Figure 4D). This latter observation was also confirmed using a collagen deposition assay (Figure 4, E and F) (16), further demonstrating that PIM1 is directly involved in fibroblast collagen synthesis and/or secretion.

To investigate whether the increased collagen protein expression induced by PIM1 overexpression was attenuated by NFATc1 inhibition, we silenced this transcription factor in PIM1-overexpressing cells using RNA interference (RNAi). As shown in Figure 4G, PIM1 overexpression increased collagen levels and this effect was attenuated by NFATc1 knockdown. Of note, PIM1 overexpression upregulated NFATc1 protein levels, and NFATc1 silencing inhibited PIM1 expression in control cells, suggesting a positive feedback loop between NFATc1 and PIM1 in support of fibroblast activation.

Several inhibitors of NFATc1 have been developed to block the translocation of this transcription factor into the nucleus (45, 46). To further validate the interconnection between NFATc1 and PIM1, we pharmacologically inhibited NFATc1 signaling pathways using VIVIT and tacrolimus. VIVIT is a cell-permeable peptide that inhibits the nuclear translocation of NFATc1 (45), and tacrolimus is a macrolide lactone that inhibits calcineurin-dependent dephosphorylation of NFATc1, which is required for its nuclear translocation (46) (Figure 4H). PIM1-overexpressing lung fibroblasts were treated with TGF-β in the presence or absence of VIVIT or tacrolimus. In PIM1-overexpressing cells, TGF-β elevated the protein levels of α-SMA to a higher level than in control cells; however, this effect was fully abrogated by both VIVIT and tacrolimus (Figure 4, I and J). Similarly, PIM1-promoted collagen-I secretion was also blocked by VIVIT and, to a lesser extent, by tacrolimus. Our data demonstrate that overexpression of PIM1 in normal lung fibroblasts increases collagen synthesis and potentiates TGF-β signaling, and this effect is attenuated by NFATc1 inhibition.

### Inhibition of PIM1 and NFATc1 attenuates IPF-derived lung fibroblast activation.

To investigate the individual contribution of NFATc1 and PIM1 to IPF-derived lung fibroblast activation, we first performed RNAi-mediated knockdown of NFATc1 in primary lung fibroblasts derived from 3 independent IPF patients, followed by treatment with TGF-β to enhance their activation. As shown in Figure 5A, knockdown of NFATc1 significantly attenuated TGF-β–induced expression of *ACTA2* and *COL1A1*, and this effect was mirrored at the protein level (Figure 5B). Similarly, inhibition of NFATc1 by VIVIT strongly inhibited TGF-β–induced expression of *ACTA2* and *COL1A1* at the mRNA, as well as protein levels (Figure 5, C and D).

Next, we pharmacologically targeted PIM1 kinase in IPF-derived lung fibroblasts using AZD1208, a small molecule inhibitor that was developed for treatment of cancer patients (47). IPF-derived fibroblasts were treated with this small molecule in the presence or absence of TGF-β, followed by qPCR and Western blotting analysis. As shown in Figure 5, E and F, inhibition of PIM1 kinase attenuated both α-SMA and collagen-I expression in the absence of TGF-β, and a similar effect was also obtained when fibroblasts were exposed to TGF-β. Finally, immunofluorescence analysis of IPF-derived fibroblasts treated with AZD1208 demonstrated that inhibition of PIM1 blocked TGF-β–induced α-SMA fiber formation (Figure 5G). These findings demonstrate that both NFATc1 and PIM1 are profibrotic mediators and their inhibition can suppress the activation of IPF-derived lung fibroblasts.

### The PIM1/NFATc1 axis regulates aging-associated prosurvival genes, and pharmacologic inhibition of PIM1 sensitizes IPF-derived lung fibroblasts to apoptosis.

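Foxm1 (ENSMUSG00000001517, chromosome 6, 128362967 to 128375893) was at 22.9 ± 13.2 CPM (SD, n = 5) in aged bleo and 4.72 ± 2.14 CPM (SD, n = 4) in aged sham (log2 fold change 2.28, standard error 0.49, FDR 0.00787), with all aged bleo libraries above all aged sham libraries. Plk1 (ENSMUSG00000030867, chromosome 7, 122159437 to 122169875) was at 9.65 ± 7.63 CPM (SD, n = 5) in aged bleo and 1.42 ± 0.469 CPM (SD, n = 4) in aged sham (log2 fold change 2.76, standard error 0.64, FDR 0.0108), and the lowest aged bleo library, at 2.06 CPM, was below the 2.12 CPM of aged sham 1. With each library left out in turn, the log2 fold change ranged from 1.99 to 2.65 for Foxm1, from 2.28 to 3.03 for Plk1, and from 2.90 to 3.73 for Birc5. On the log2(FPKM + 1) scale, which understates the change of scarce transcripts, it was 0.97, 1.03, and 0.98.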

In our transcriptome analysis, we found that numerous prosurvival/proliferation-associated genes and transcriptional targets of NFATc1 — including *Foxm1*, *Birc5,* and *Plk1* — were upregulated in injured aged lung fibroblasts. Notably, both FOXM1 and BIRC5 were found elevated in IPF-derived lung fibroblasts (24), and conditional deletion of *Foxm1* in mouse fibroblasts accelerated lung fibrosis resolution following bleomycin challenge (24). These findings suggest that increased NFATc1 transcriptional activity may perpetuate survival and fibrogenic signals in aged lung fibroblasts, thereby impairing fibrosis resolution following injury.

To directly evaluate the contribution of NFATc1 to the expression of aging-associated prosurvival genes, we silenced NFATc1 in IPF fibroblasts using RNAi and demonstrated significantly reduced expression of *FOXM1*, *BIRC5*, and *PLK1* genes in these cells relative to control lung fibroblasts (Figure 6A). We also found that serum and PDGF-BB, both implicated in fibroblast activation in vitro (48, 49), potently stimulated FOXM1 and BIRC5 expression in IPF fibroblasts, and this effect was abrogated by NFATc1 silencing (Figure 6B). Similarly, inhibition of PIM1 using RNAi or AZD1208 also attenuated the expression of *BIRC5* and *FOXM1* induced by PDGF-BB (Figure 6, C and D), further demonstrating that PIM1 and NFATc1 share common downstream targets and fibrogenic mediators.

We also found that, in addition to attenuating PDGF-BB–induced prosurvival gene transcription, AZD1208 inhibited the phosphorylation of Bcl2-associated agonist of cell death (BAD) (Figure 6E), a proapoptotic protein that is inhibited by phosphorylation and has been demonstrated to be a direct target of PIM1 (50, 51). As expected, PIM1-overexpressing lung fibroblasts exhibited increased BAD phosphorylation and were resistant to FAS activating antibody–induced caspase-3 activation, a key effector of apoptosis (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.153672DS1). Since it has been shown that IPF is characterized by the accumulation of apoptosis-resistant myofibroblasts (52–54), we also evaluated whether inhibition of PIM1 by AZD1208 can sensitize IPF-derived fibroblasts to apoptosis. As shown in Figure 6F, PIM1 inhibition in IPF fibroblasts potentiated staurosporine-promoted caspase-3 cleavage. Similarly, PIM1 inhibition also potentiated caspase-3 cleavage induced by FAS-activating antibody (Figure 6G). Interestingly, resistance from FAS-induced apoptosis was recently implicated as a mechanism that contributed to persistent lung fibrosis in aged mice (14), and inhibition of this apoptotic pathway in fibroblasts contributed to their pathogenic activation and persistence in the lung after injury (11).

To assess the direct contribution of NFATc1 to apoptosis resistance, we inhibited NFATc1 in PIM1-overexpressing or IPF-derived lung fibroblasts using siRNA or VIVIT/tacrolimus in the presence of a FAS-activating antibody. As shown in Supplemental Figure 2, A and B, inhibition of NFATc1 alone in PIM1-overexpressing or IPF-derived lung fibroblasts did not affect FAS antibody–induced caspase-3 cleavage. These data demonstrate that, while NFATc1 inhibition in IPF-derived lung fibroblasts attenuated the transcription of prosurvival genes, this effect was not sufficient to promote or enhance caspase cleavage by FAS signaling activation. These data suggest that FAS antibody–promoted apoptosis in these cells do not rely on de novo transcription of prosurvival genes by NFATc1 but rather on posttranslational mechanisms.

Collectively, our data demonstrate that inhibition of PIM1 signaling pathway sensitized IPF-derived lung fibroblasts to apoptosis, suggesting that targeting this prosurvival pathway may be an effective strategy to promote myofibroblast apoptosis and fibrosis resolution in IPF.

### Pharmacological inhibition of PIM1 signaling pathway attenuates profibrotic gene expression and collagen secretion in human IPF organotypic lung cultures ex vivo.

To explore the therapeutic potential of interrupting the PIM1 signaling pathway in a more relevant disease setting, we developed organotypic cultures from human IPF lungs ex vivo and tested the capacity of PIM1 and NFATc1 inhibitors to attenuate profibrotic gene expression in these explants in the presence or absence of TGF-β (Figure 7A). Lung explants (IPF discs) were generated using a biopsy puncher and cultured for 5 days in the presence or absence of inhibitors. To evaluate whether lung architecture was preserved following ex vivo culture, we carried out H&E and trichrome staining of the lung explants and demonstrated that nonfibrotic areas of the lungs maintained a relatively intact alveolar structure, while fibrotic areas exhibited fibroblastic foci and abundant collagen deposition (Figure 7B). In addition, live/dead staining, together with FACS analysis, demonstrated minimal cell mortality in these lung explants after several days of culture (data not shown). To first assess whether inhibiting NFATc1-mediated transcription restricted fibroblast activation and limited collagen secretion in IPF lung cultures ex vivo, we treated these diseased lung explants with VIVIT or tacrolimus in the presence or absence of TGF-β for 5 days, followed by qPCR and Western blotting analysis to measure profibrotic gene expression and collagen accumulation, respectively (Supplemental Figure 3, A and B). qPCR analysis showed that TGF-β consistently upregulated profibrotic gene expression in these lung explants; however, this effect was only partially blocked by NFATc1 inhibitors. In fact, while tacrolimus showed no beneficial effects on TGF-β–induced profibrotic gene expression, NFATc1 inhibition by VIVIT led to reduced expression of a subset of genes associated with myofibroblast differentiation, including *ACTA2* and *POSTN*. Western blotting analysis of secreted collagen-I released in the culture media by the IPF explants confirmed the RNA data showing either no change or increased collagen secretion by tacrolimus. Inhibition of NFATc1 by VIVIT, however, attenuated collagen secretion in 2 of 3 explants, suggesting that a more selective strategy for NFATc1 inhibition may be necessary to fully achieve myofibroblast deactivation in a complex disease setting.

Next, to further investigate whether inhibiting PIM1 in IPF lung explants led to reduced fibroblast activation and collagen secretion, we treated IPF lung explants with AZD1208 in the presence or absence of TGF-β for 5 days. qPCR expression analysis demonstrated that IPF explants treated with PIM1 inhibitor markedly reduced basal expression of ECM genes and those induced by TGF-β (Figure 7C). Furthermore, the expression of the pathogenic lung fibroblast marker, *CTHRC1,* and the prosurvival gene, *BIRC5*, were significantly reduced by PIM1 inhibition in these diseased lung explants (Figure 7, D and E). To examine whether inhibition of *COL1A1* gene transcription by AZD1208 led to diminished protein secretion, we measured the amount of secreted collagen-I using Western blotting. As shown in Figure 7F, inhibition of PIM1 in IPF lung explants strongly abrogated basal and TGF-β–induced collagen secretion, confirming our transcriptional analysis. Taken together, these data implicate the PIM1 signaling pathway in the sustained activation of profibrotic signals in IPF lungs ex vivo, suggesting that inhibition of this pathway in IPF patients may be an efficacious strategy to promote lung fibroblast quiescence and limit disease progression.

## Discussion

Progressive organ fibrosis is the result of a dysfunctional wound healing response in which activated fibroblasts (myofibroblasts) aberrantly produce and secrete ECM proteins, leading to lung scarring (1). As seen in other fibrotic tissues, lungs from IPF patients exhibit abnormal myofibroblast accumulation and excessive collagen deposition, resulting in distortion of lung architecture and loss of organ functions (55).

By applying the bleomycin model of lung fibrosis to aged mice we have recently demonstrated that fibrosis in these animals is persistent following a single dose of bleomycin, and similarly to IPF lungs, injured aged mouse lungs were characterized by the progressive accumulation of myofibroblasts and by the abundant deposition of collagen (16, 17). Other groups have also characterized the persistent nature of fibrosis in aged mice following a single dose of bleomycin and have demonstrated that aging altered multiple signaling pathways in lung fibroblasts, including those related to metabolism and oxidative stress (13–15).

By taking advantage of the self-resolving nature of lung fibrosis in young mice following a single dose of bleomycin, we recently showed that the expression of profibrotic and prosurvival genes were strongly elevated during the peak of fibrosis (day 14), followed by a return to baseline during the initial resolution phase (day 30), suggesting the existence of transcriptional programs in young mice that restore fibroblast quiescence following lung injury (9).

Lineage tracing studies have shown that, following bleomycin injury, lung lipofibroblasts differentiated into myofibroblasts, and this process was followed by the spontaneous reversion of these scar-forming cells to quiescent lipofibroblasts during fibrosis resolution (56). In line with this evidence, we recently demonstrated that myofibroblast dedifferentiation proceeded through distinct transcriptional programs and that dedifferentiation may facilitate their removal through apoptosis (57).

Here, we discovered that, during the early resolution phase after bleomycin-induced lung fibrosis, aged lung fibroblasts failed to return to a quiescent state, as demonstrated by the elevated expression of profibrotic and prosurvival genes, which largely overlapped with those enriched in young fibroblasts at the peak of fibrosis (day 14) (9). These initial findings led to the hypothesis that aging may perpetuate fibrogenic gene signatures that are typically associated with the acute fibrotic phase after bleomycin injury. In fact, our transcriptional analysis demonstrated that injured aged lung fibroblasts exhibited elevated expression of genes associated with inflammation, ECM remodeling, cell proliferation, and survival.

IPA identified several pathways and upstream regulators associated with inflammation that were enriched in aged lung fibroblasts, including IL-6, STAT3, and NFAT. These findings are consistent with previous reports demonstrating elevated low-grade inflammation, also known as “sterile inflammation,” in both mouse and human tissues (58). Intriguingly, the elevated expression of numerous inflammatory-associated genes was sustained in injured aged lung fibroblasts after bleomycin injury, suggesting that increased sterile inflammation in aging may perpetuate lung fibroblast activation and/or impair their return to quiescence. In this regard, we found that the expression of PIM1 was significantly elevated in aged lung fibroblasts, and its overexpression in normal lung fibroblasts in vitro enhanced their fibrogenic activation and promoted apoptosis resistance. This is consistent with previous reports from the cancer field demonstrating that PIM1 inhibited apoptosis in tumor cells (38) and enhanced ECM secretion in cancer-associated fibroblasts (39).

Among the inflammatory genes whose expression was elevated in aged lung fibroblasts were those encoding for chemoattractant factors, suggesting that immune cell recruitment to the injured aged lungs may contribute to the perpetuation of fibroblast activation. In this regard, recent studies showed that the recruitment of monocyte-derived alveolar macrophages in response to lung injury plays a pathogenic role in lung fibrosis and that their ablation attenuated disease progression (59, 60). Given that macrophages/fibroblasts crosstalk has been shown to contribute to lung fibrosis progression (61, 62), our findings suggest that aged lung fibroblasts may facilitate immune cell recruitment, which consequently may sustain fibroblast activation and persistence.

We previously demonstrated that epigenetic regulators play a critical role during fibroblast activation (63–65), and we identified chromobox homolog 5 (CBX5) as an epigenetic repressor that maintain IPF-derived fibroblasts in an activated state (63). Interestingly, PIM1 has been demonstrated to phosphorylate CBX3 on serine 93, a site that is also conserved in CBX5, and enhanced its capacity to bind trimethylated histone H3K9 (66). These data suggest that PIM1 may engage epigenetic regulators to perpetuate lung fibroblast activation in aging.

PIM1 has been shown to be upregulated by IL-6 through the Janus kinase–signal transducer and activator of transcription (JAK-STAT) pathway (67, 68). Beside IL-6, other cytokines and chemokines whose expression increases with aging, including IFN-α and IL-12, were shown to increase PIM1 expression (69), suggesting that aging-associated sterile inflammation underpins the increased expression of PIM1 in aged lung fibroblasts.

Immunostaining of IPF lung tissues identified high PIM1-expressing cells within fibroblastic foci, and our in vitro data demonstrate that PIM1 overexpression in normal lung fibroblasts induced BAD phosphorylation and inhibited caspase-3 activation induced by FAS-activating antibodies. These data suggest that increased PIM1 activity in IPF fibroblasts may directly promote apoptosis resistance in these cells. In line with this evidence, treatment of IPF-derived fibroblasts with the PIM1 inhibitor, AZD1208, promoted staurosporine- and FAS-activating antibody–induced caspase-3 cleavage, suggesting that targeting PIM1 in IPF may facilitate myofibroblast clearance. Evidence connecting persistent lung fibrosis to deficient apoptosis was reported in a recent study demonstrating that conditional deletion of Fas in mesenchymal cells during lung fibrosis resolution impaired apoptosis in these cells and delayed fibrosis resolution (11). Furthermore, inhibition of PIM1 has also been reported to enhance fibrosis resolution following bleomycin challenge in young mice (70), suggesting that PIM1 inhibition may represent an effective strategy to block persistent lung fibrosis and promote resolution.

We also showed that overexpression of PIM1 in normal human lung fibroblasts potentiated the transcription of profibrotic genes by TGF-β and that this effect was attenuated by NFATc1 inhibition, suggesting that the PIM1/NFATc1 axis facilitates myofibroblast differentiation. NFATc1 is a transcription factor implicated in T cell activation (34) and T cell exhaustion (71). PIM1 was shown to directly phosphorylate NFATc1, and this modification enhances its transcriptional activity (19). Our motif analysis revealed that approximately a third of all differentially expressed genes in injured aged lung fibroblasts contained binding motifs for NFATc1 and, among them, were numerous prosurvival and profibrotic genes.

Consistent with its role in regulating cell survival and proliferation, overexpression of a mutated form of NFATc1 that caused its nuclear retention perpetuated fibroblast proliferation in the absence of growth factors (72). Intriguingly, NFATc2, another NFAT family member closely related to NFATc1, has been shown to promote lung fibroblast proliferation in response to hypoxia, suggesting a potential engagement of multiple NFAT transcription factors in perpetuating lung fibroblast activation in response to different fibrogenic cues (73). Our in vitro data show that NFATc1 silencing or inhibition of its nuclear translocation in IPF fibroblasts limited PIM1 profibrotic functions and blocked TGF-β–promoted fibroblast activation, thus establishing a fibrogenic function for NFATc1 besides its involvement in fibroblast proliferation. In support of its profibrotic properties, a previous report showed that inhibition of NFATc1 by tacrolimus in mice exposed to bleomycin inhibited lung fibrosis progression (74).

Whereas we showed that inhibition of NFATc1 attenuated PIM1-promoted fibroblast activation, our work did not conclusively demonstrate that NFATc1 directly participates in PIM1-related signaling leading to fibroblast activation. More work is needed to dissect the involvement of this transcription factor as a requisite mediator of the PIM1 signaling cascade leading to lung fibroblast activation.

Our data also show that inhibition of NFATc1 in IPF-derived lung fibroblasts attenuated the expression of prosurvival genes induced by PDGF, including BIRC5 and FOXM1; however, this effect was not sufficient to sensitize these cells to apoptosis. In fact, in our hands, inhibition of NFATc1 alone failed to promote caspase-3 cleavage and did not sensitize IPF-derived lung fibroblasts to FAS activation, suggesting that NFATc1’s profibrotic function may be limited to the capacity of this transcription factor to support PIM1-promoted myofibroblast differentiation rather than apoptosis resistance. Surprisingly NFATc1 was shown to upregulate decoy receptor 3 in IPF-derived lung fibroblasts, and this mechanism was shown to confer resistance to FasL-induced apoptosis in vitro (35). These different experimental outcomes may be due to multiple factors such as intrinsic biological variability between patient-derived lung fibroblasts, different lung sampling strategies, dose of inhibitors used, and culture conditions. Future studies that will take in consideration these experimental variables will be needed to further elucidate the contribution of NFATc1 and its transcriptional program to lung fibroblast survival.

Recent scRNA-Seq analysis of whole lung derived from bleomycin-treated Col1a1-GFP^+^ transgenic mice, as well analysis of IPF lungs, identified a distinct high collagen–expressing fibroblast population defined by the expression of the fibroblast gene markers *Cthrc1*, *Postn*, and *Col3a1* (7). Consistently, our RNA-Seq analysis, which was also carried out on Col1a1-GFP mice, identified elevated expression of these 3 genes in aged lung fibroblasts following bleomycin challenge, suggesting that aging may contribute to the accumulation of this pathogenic fibroblast population in the fibrotic lungs. Additionally, our motif analysis identified NFATc1 binding motifs in the promoter of numerous genes whose expression was enriched in aged lung fibroblasts, as well as in the *Cthrc1*^+^ pathogenic fibroblast population. Notably, following an interrogation of scRNA-Seq data sets from IPF lungs, we discovered that both PIM1 and NFATc1 expression was highly enriched in the *CTHRC1*^+^ fibroblast population in IPF lungs but not in normal control lungs. Taken together, these findings strongly suggest that activation of the PIM1/NFATc1 signaling pathway in aging and in IPF lungs may perpetuate pathogenic signaling pathways to sustain fibroblast activation.

Ex vivo cultures of normal human lung explants have been demonstrated to be a useful model to study lung fibrogenesis in response to profibrotic cues (75, 76). Here, we cultured freshly isolated IPF-derived lung explants ex vivo and demonstrated that inhibiting PIM1 in these tissues resulted in reduced profibrotic gene expression and collagen secretion. Intriguingly, we found that NFATc1 inhibition by VIVIT, but not by tacrolimus, partially limited TGF-β–induced profibrotic gene expression and collagen secretion, suggesting that blocking NFATc1 activity alone in a multifaceted and heterogenic disease setting may limit, at least in part, its antifibrotic potential. Although both VIVIT and tacrolimus can inhibit NFATc1 activation, they differ in their mechanism of action. VIVIT inhibits NFATc1 dephosphorylation and nuclear translocation by specifically blocking the NFATc1/calcineurin interaction without compromising calcineurin phosphatase activity (46). In contrast, tacrolimus inhibits calcineurin enzymatic activity directly, thereby affecting downstream signaling pathways beyond NFATc1 nuclear translocation (77). These data suggest that a more selective NFATc1 inhibition strategy is needed to interrupt the profibrotic activity of NFATc1 without disturbing other signaling pathways that would otherwise compromise its therapeutic function. In addition, given the complexity and the multicellular nature of the IPF lung explants, inhibiting PIM1 in this context may impinge on multiple pathways and cell types, thus reinforcing its antifibrotic activity; inhibiting NFATc1 alone may not be as effective.

In conclusion, our study identifies the PIM1 signaling pathway as a key contributor of the persistent fibroblast activation observed in aged mice after bleomycin. PIM1 and its downstream effector NFATc1 are enriched in the fibrotic foci of IPF lungs and their inhibition in IPF-derived lung fibroblasts in vitro and in human IPF lung explants ex vivo attenuated fibrogenic activation. Collectively, our study implicates the PIM1 signaling pathway as a potentially novel target for the treatment of IPF.

## Methods

### Procurement of human IPF cells and lung tissues.

IPF cells and lung tissue from patients with IPF and from nonfibrotic healthy controls were generated in-house. Diagnoses of patients with IPF were established by clinical pathologic criteria and confirmed by multidisciplinary consensus conference. All IPF tissues were derived from explanted lungs obtained at the time of transplantation. Normal control lungs were obtained from deceased donors (Gift of Life, Michigan) whose lungs were deemed unsuitable for transplant.

### Cell culture and treatment.

All primary lung fibroblasts were obtained as mentioned above and maintained in MEM (Corning) containing 10% FBS (Gibco), 100 U/mL penicillin (Gibco), and 100 μg/mL streptomycin (Gibco) and used between passages 3 and 8. Cells were kept in a humidified incubator at 37°C with 5% CO_2_. Cells were treated with 2 ng/mL of TGF-β (PeproTech) or 50 ng/mL of PDGF-BB (PeproTech) in serum-free medium for the indicated time. AZD1208 (Tocris) was used at 10 μM at the indicated time. Apoptosis was induced by staurosporine (3 nM) or FAS-activating antibody, clone CH11 (catalog 05-201) (MilliporeSigma) at a concentration of 0.5 μg/mL for 24 hours.

### Lentivirus transduction of primary human lung fibroblasts.

The lentiviral vector pLV-EGFP-CMV encoding mCherry or human PIM1 was bought packaged in viral particles from VectorBuilder. Normal human lung fibroblasts at passage 3 were transduced at a multiplicity of infection of 3 with control or PIM1 carrying lentivirus in MEM (Corning) containing 10% FBS (Gibco), 100 U/mL penicillin (Gibco), 100 μg/mL streptomycin (Gibco), and 5 μg/mL polybrene (MilliporeSigma) for 48 hours, after which the cells were expanded and sorted by FACS for GFP^+^ cells. After sorting, cells were expanded further and used for experiments.

### Bleomycin model of lung fibrosis.

Col1α1-GFP transgenic mice on a FVB background were provided by Derek Radisky (Mayo Clinic, Jacksonville, Florida, USA) and generated as previously described (78). Two-month-old (young) or 18-month-old (aged) male mice were anesthetized with 90–120 mg/kg ketamine and 10 mg/kg xylazine. Mice were treated with 1.2 U/kg bleomycin (APP Pharmaceutical) or saline delivered intratracheally using a MicroSprayer (Penn-Century).

### FACS.

Single cell suspensions were isolated from mouse lungs 30 days after bleomycin or vehicle delivery and sorted by FACS as described in the Supplemental Methods.

### RNA-Seq analysis and gene pathway analysis.

RNA-Seq was done as previously described (9). Genes with an average raw gene count less than 25 were excluded from the differential expression analysis. Differentially expressed genes of sorted Col1a1-GFP^+^ fibroblasts between 2 groups were identified using Smyth’s moderated *t* test and Benjamini-Hochberg procedure for adjusted *P* value (FDR). Genes with an FDR of less than 0.10 and a fold change greater than 1.5 were defined as being differentially expressed. Heatmaps were created using by Prism 8 (GraphPad Software) based on *Z* scores of reads per kilobase of transcript, per million mapped reads (RPKM). Gene pathway analyses were performed using differentially expressed genes with IPA software (QIAGEN). RNA-Seq data from lung fibroblast isolated from young (GSE161322, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161322) and aged (GSE191208, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191208) mice are available on the Gene Expression Omnibus repository.

### scRNA-Seq analysis of publicly available data sets.

Publicly availably human scRNA-Seq data sets from Tsukui et al. (7) (GSE132771) were downloaded from the BioTuring repository and analyzed using the BioTuring Browser (79) (BioTuring). All cell type annotations were those of Tsukui et al. (7). Only normal and IPF cells were included in the analysis. All scRNA data are displayed as UMAP plots.

### IHC.

Formalin-fixed paraffin-embedded blocks of normal and IPF lung tissues were generated in-house. Paraffin blocks were sectioned at 5 μm thickness and mounted on Superfrost Plus slides (Thermo Fisher Scientific). The sections were deparaffinized in histoclear and rehydrated through graded ethanol. Antigen retrieval was performed by incubating slides for 20 minutes in citrate buffer (pH 6.0) at 98°C. After cooling, endogenous peroxidases were blocked with BLOXALL (Vector Laboratories) for 10 minutes and then incubated with 2.5% horse serum to block nonspecific binding for 30 minutes at room temperature. Stainings were performed by using the ImmPRESS HRP PLUS polymer kit (Vector Laboratories) following the manufacturer protocol. Human lung tissues were stained with NFATc1 antibody (NB10056732) at 1:200. (Novus biologicals) or PIM1 antibody at 1:200 dilution (MA5-35347, Thermo Fisher Scientific). Slides were then counterstained with hematoxylin and coverslipped.

### Immunofluorescence.

IPF lung fibroblasts were grown on coverslips and treated with DMSO as vehicle or 2 ng/mL of TGF-β alone or in combination with 10 μM of AZD1208 for 24 hours in serum-free MEM. Following treatment, cells were stained as described in the Supplemental Methods.

### RNA interference.

RNA interference was performed using Lipofectamine RNAiMAX reagent (Thermo Fisher Scientific) as described in the Supplemental Methods.

### Reverse transcription and real-time PCR.

Total RNA was isolated using Quick-RNA Miniprep Kit (Zymo Research) following manufacturer protocol. Following quantification of RNA concentration, equal mass of RNA was used for reverse transcription using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) following manufacturer protocol. qPCR was performed using PowerUp SYBR Green Master Mix (Applied Biosystems) with specific primers. Primer sequences are available in Supplemental Table 1.

### Protein extraction and Western blotting.

Western blot analysis of protein lysates was performed as described in the Supplemental Methods. Densitometry analysis of Western blots is shown in Supplemental Figure 4.

### ECM deposition assay.

Cells transduced with control or PIM1 lentivirus were grown in clear-bottom 96-well plates with MEM containing 2% FBS, 20 μg/mL ascorbic acid, and 20 μg/L Copper (II) Sulfate. After 3 days, cellular ECM deposition was measured as described in the Supplemental Methods.

### Organotypic human IPF lung cultures.

Lung tissue from patients with IPF were generated in-house as mentioned above. Upon arrival, lung tissues were cut into thin slices and punched into small discs using a biopsy puncher. IPF lung explants were maintained in complete MEM containing 10% FBS, 100 U/mL penicillin, 100 μg/mL streptomycin, and 1 μg/mL amphotericin B. Lung explants were kept in a humidified incubator at 37°C with 5% CO_2_. The IPF lung explants were cultured with or without 10 ng/mL TGF-β and in combination with or without 10 μM of AZD1208 in complete medium for 5 days. IPF lung explants were also cultured with or without 10 ng/mL TGF-β and in combination with or without 5 μM of VIVIT or 10 μM of tacrolimus in complete medium for 5 days. Treatment media was replaced every 48 hours.

### Statistics.

Individual data points are shown in all plots and represent data from independent mice or biological replicates from cell culture experiments. Comparison between 2 groups was calculated using 2-tailed Student’s *t* test, and comparison between multiple groups was calculated using 1-way ANOVA with Holm-Šidák post hoc test. All statistical analyses were performed using GraphPad Prism 9.3.0, with *P* values labeled on graphs. Statistical significance was set at *P* < 0.05.

### Study approval.

All patient samples were obtained with informed consent and were approved by the University of Michigan IRB (no. HUM00105694). All mouse experiments were carried out in accordance with the Boston University and Mayo Clinic IACUC and followed the ARRIVE guidelines.

## Author contributions

TXP and GL conceived and designed the project. TXP, JL, JG, NC, JAM, DLJ, and QT performed experiments. TXP, SKH, DJT, and GL interpreted the data. TXP and GL wrote the manuscript. All authors edited and approved the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
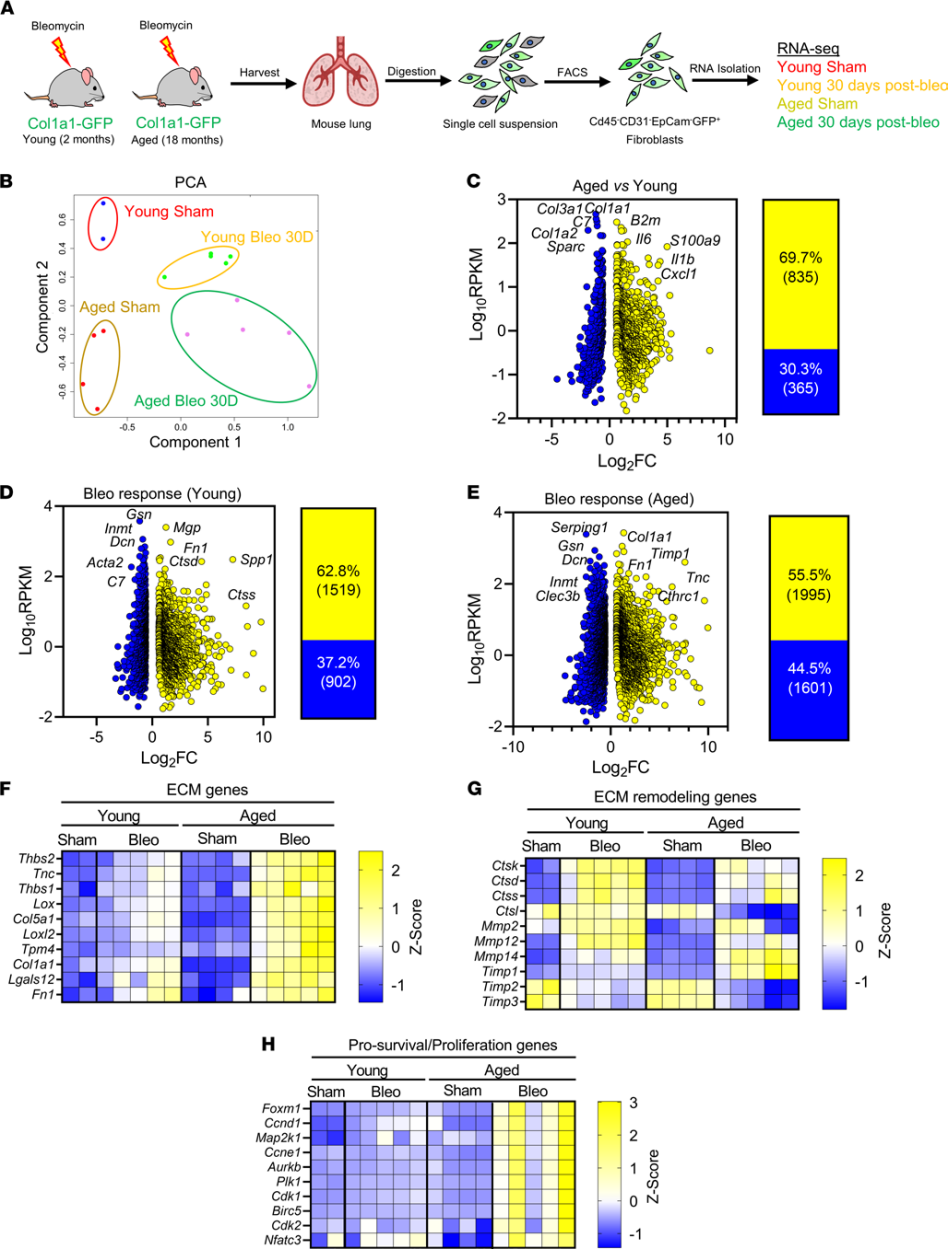
Impaired lung fibrosis resolution in aged mice is associated with increased inflammatory, ECM remodeling, and survival gene signatures in lung fibroblasts. (**A**) Young and aged Col1a1-GFP mice were exposed to saline or bleomycin and sacrificed after 30 days during early fibrosis resolution. Lungs were harvested, digested, and sorted by FACS for CD31^–^CD45^–^EpCAM^–^GFP^+^ lung fibroblasts and used for RNA-Seq analysis (young sham, *n* = 2; young bleo 30 days, *n* = 5; aged sham, *n* = 4; aged bleo 30 days, *n* = 5). (**B**) Principal components analysis (PCA) displaying clusters of samples from experimental groups and the similarity of their transcriptomes. (**C**–**E**) (Left) Plots of log_10_ (avg.RPKM) versus log_2_ fold change of significantly upregulated or downregulated genes relative to young sham; fold-change ≥ 1.5, FDR ≤ 0.1. (Right) Percentage and total numbers of genes significantly upregulated (yellow) or downregulated (blue) relative to young sham. (**F**–**H**) Heatmaps of differentially regulated gene signatures showing extracellular matrix (ECM) genes (**F**), extracellular matrix remodeling genes (**G**), and prosurvival/proliferation genes (**H**), displayed as *Z* scores of RPKM.

**Figure 2:**
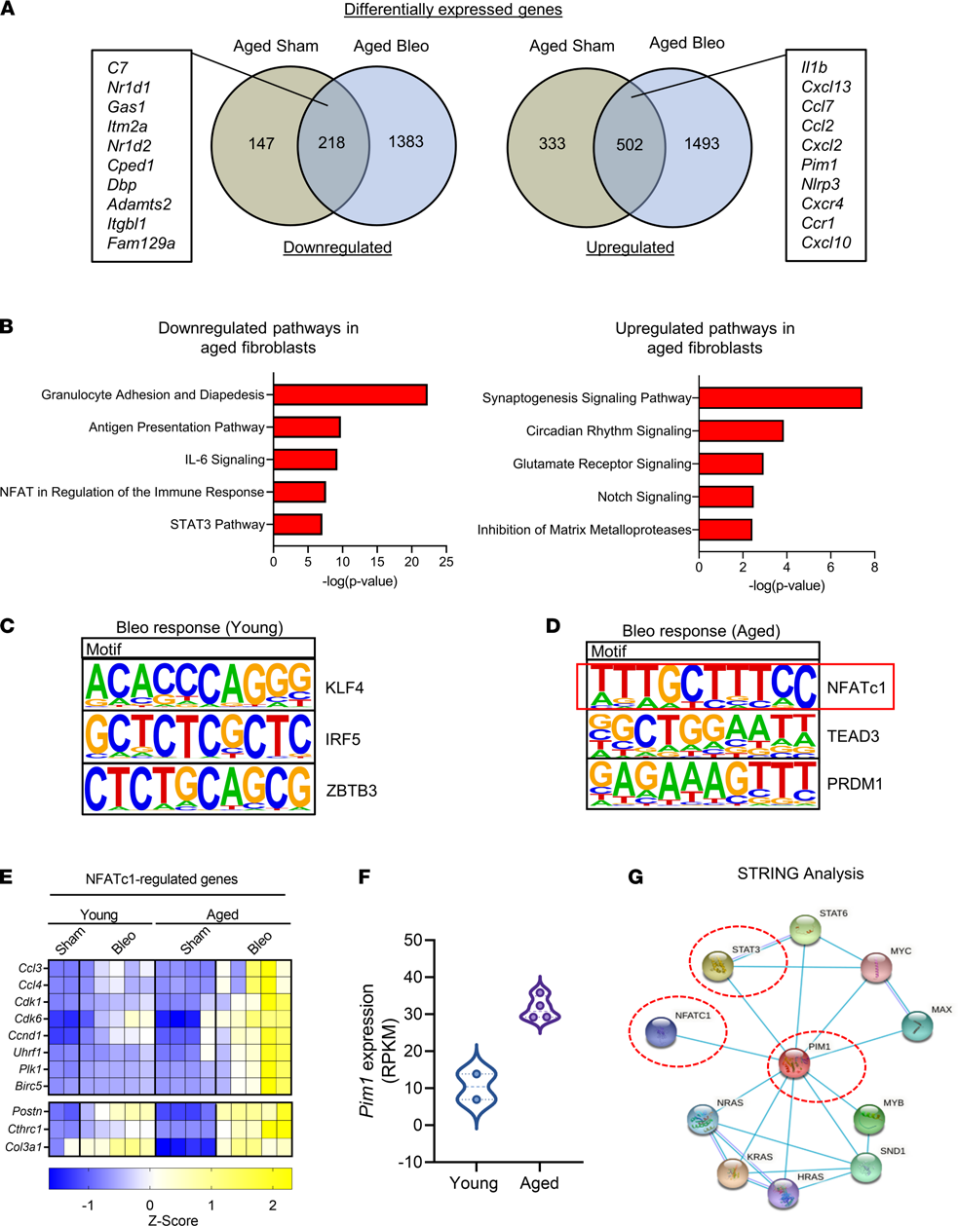
PIM1 and NFATc1 signaling pathways are associated with impaired fibrosis resolution in aged mice after bleomycin injury. (**A**) Venn diagrams of differentially regulated genes from uninjured aged and injured aged fibroblasts relative to uninjured young fibroblasts. Intersection genes with the highest average expression are displayed. (**B**) Ingenuity pathway analysis of the intersection genes identifies differentially regulated canonical pathways. (**C**) De novo transcription factor binding motif analysis of differentially expressed genes in young fibroblasts after injury showing the top 3 binding motif and their associated transcription factors. (**D**) De novo transcription factor binding motif analysis of differentially expressed genes in aged lung fibroblasts after injury showing the top 3 binding motif and their associated transcription factor. Red box indicates highest ranked transcription factor binding motif and associated transcription factor in aged lung fibroblasts. (**E**) Heatmap of genes with NFATc1 binding motifs displayed as *Z* scores of RPKM (young sham, *n* = 2; young bleo 30 days, *n* = 5; aged sham, *n* = 4; aged bleo 30 days, *n* = 5). (**F**) Expression of *PIM1* gene in young and aged lung fibroblasts (young sham, *n* = 2; aged sham, *n* = 4). (**G**) STRING functional protein association networks showing an interconnection between PIM1, STAT3, and NFATc1. Each node represents a protein, and each line represents a curated interaction.

**Figure 3:**
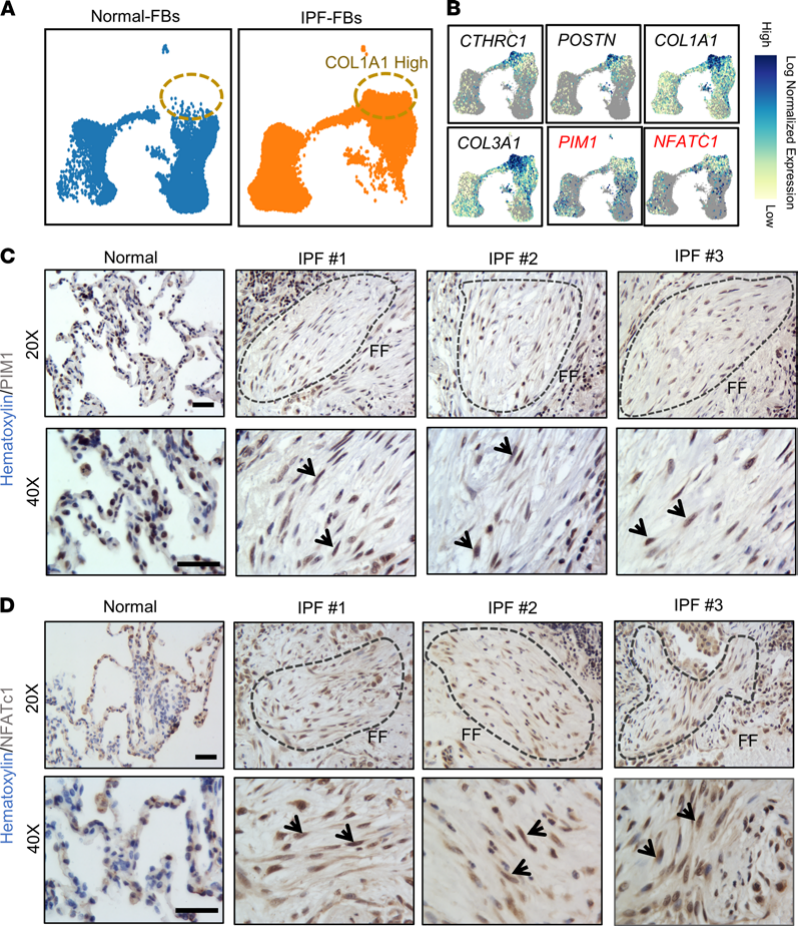
NFATc1 and PIM1 expression is enriched in pathogenic fibroblasts in IPF. (**A**) UMAP plots derived from publicly available scRNA-Seq data set (GSE132771) of mesenchymal cells sorted by FACS (CD31^–^CD45^–^CD235a^–^EpCAM^–^) isolated from normal and IPF lungs. (**B**) Normalized expression of *CTHRC1*, *POSTN*, *COL1A1*, *COL3A1*, *PIM1*, and *NFATc1* in normal and pathogenic lung fibroblast populations. (**C**) IHC of human normal and IPF lung sections showing PIM1 nuclear expression. Dotted lines indicate fibrotic foci (FF). Arrows show PIM1-positive nuclei. Scale bar: 50 μm. (**D**) IHC of human normal and IPF lung sections showing NFATc1 nuclear expression. Dotted lines indicate fibrotic foci (FF). Arrows show NFATc1-positive nuclei. Scale bar: 50 μm.

**Figure 4:**
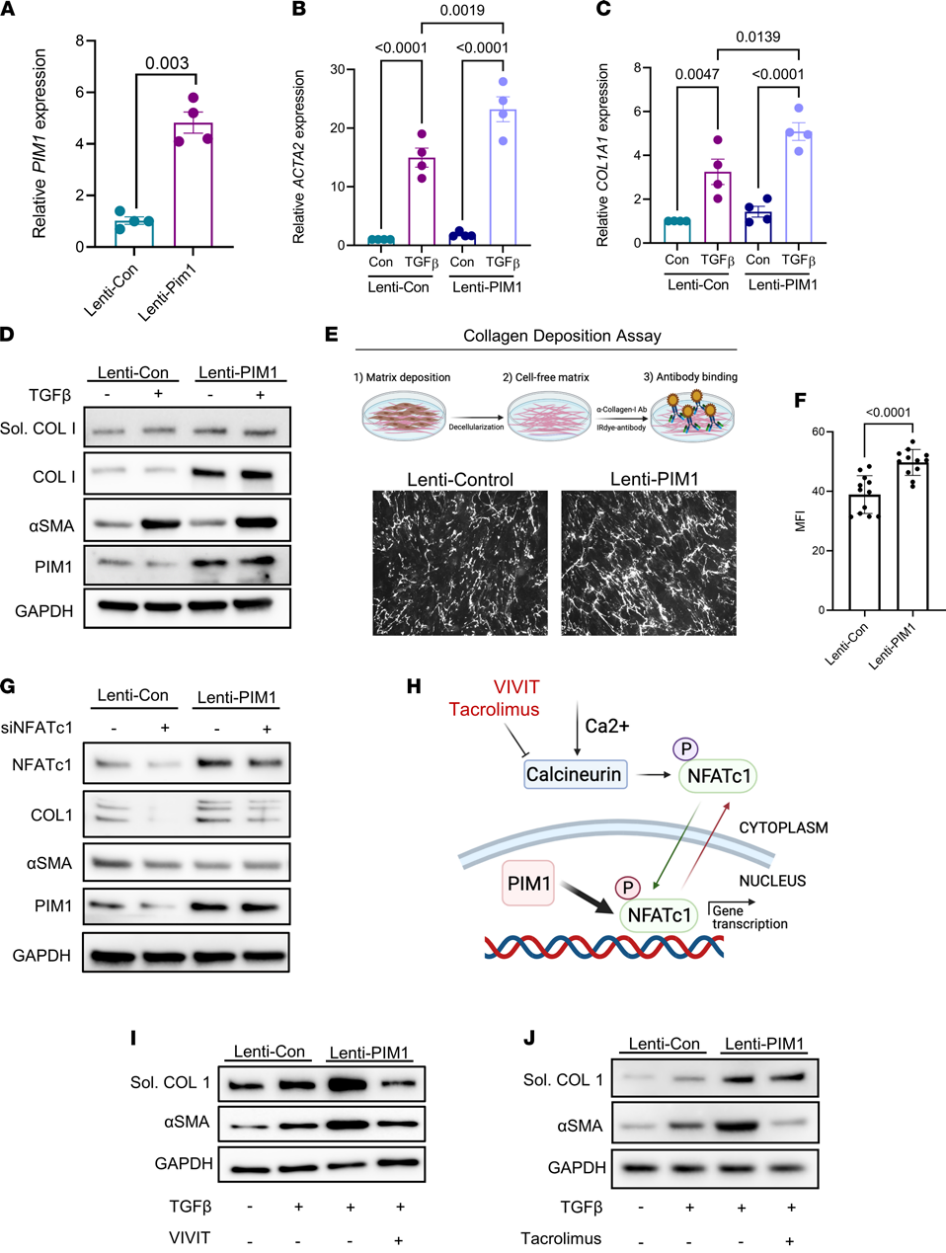
NFATc1 inhibition attenuates PIM1-promoted lung fibroblast activation. (**A**) Normal human lung fibroblasts transduced with control lentivirus (pLV-EGFP-CMV-mCherry) or lentivirus carrying the human *PIM1* gene (pLV-EGFP-CMV-hPIM1) for 48 hours, followed by FACS to collect GFP^+^ cells. Shown is the mRNA expression of PIM1 evaluated by qPCR. Data are shown as mean ± SEM of *n* = 4 independent experiments. *P* values were calculated using 2-tailed, paired Student’s *t* test. (**B** and **C**) mRNA expression of *ACTA2* (**B**) and *COL1A1* (**C**) in control and PIM1 overexpressing cells treated with 2 ng/mL of TGF-β for 24 hours. Data are shown as mean ± SEM of *n* = 4 independent experiments. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**D**) Normal human lung fibroblasts transduced with control lentivirus or PIM1 lentivirus were treated with 2 ng/mL of TGF-β for 24 and then analyzed by Western blotting. Shown is a representative blot of gels run in parallel. (**E**) Representative images of collagen-I fibers from a collagen deposition assay carried out in control and PIM1-overexpressing cells. (**F**) Quantification of collagen-I secretion measured as mean fluorescence intensity. *n* = 12. Data are shown as mean ± SEM. *P* values were calculated using 2-tailed Student’s *t* test. (**G**) Control and PIM1-overexpressing cells were transfected with scrambled or NFATc1 siRNAs for 48 hours, followed by Western blotting analysis. Shown is a representative blot of 3 independent experiments. (**H**) Schematic showing mechanisms of NFATc1 inhibition by VIVIT and tacrolimus. Following phosphorylation, NFATc1 is sequestered in the cytoplasm. Upon dephosphorylation by calcineurin, NFATc1 translocates into the nucleus, where it becomes transcriptionally active. In the nucleus, PIM1 can phosphorylate NFATc1 to enhance its transcription. (**I** and **J**) Western blotting analysis of control and PIM1 overexpressing lung fibroblasts cotreated with 2 ng/mL of TGF-β and the NFATc1 inhibitors VIVIT (5 μM) and tacrolimus (1 μM). Shown is a representative blot of 3 independent experiments.

**Figure 5:**
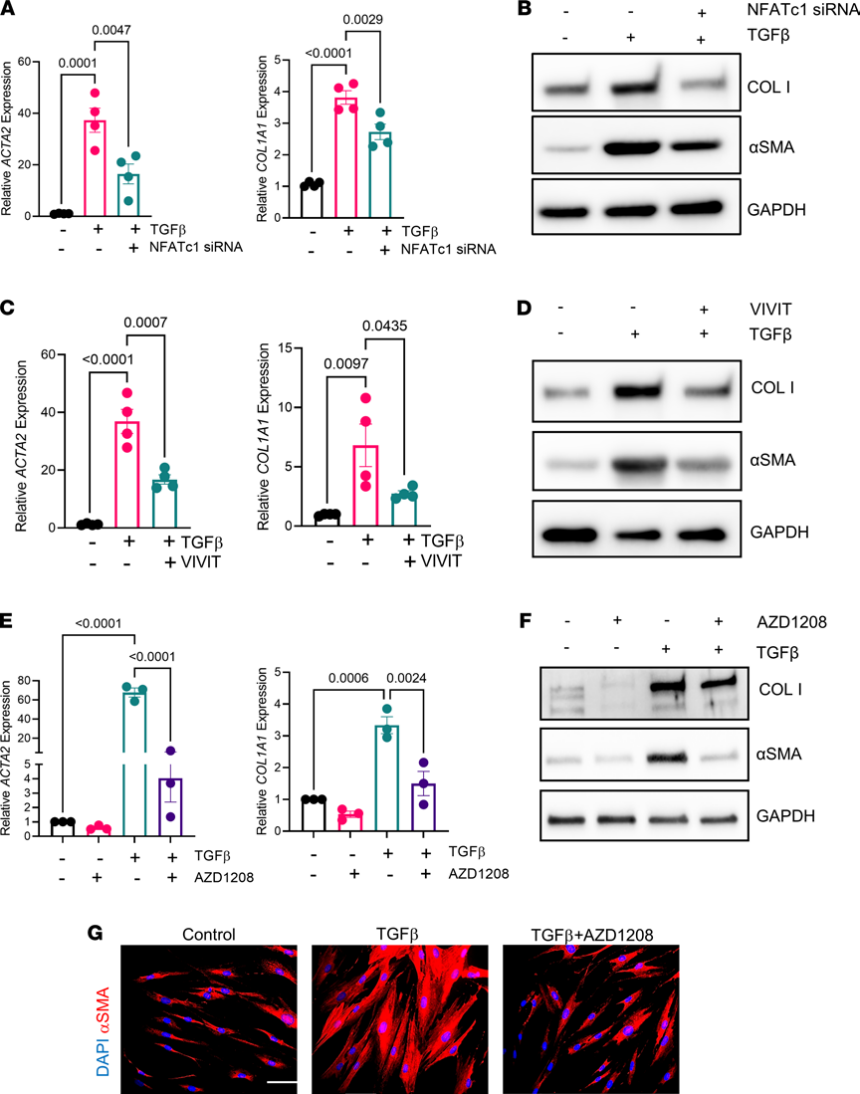
Inhibition of PIM1 signaling pathway reduces profibrotic gene expression in IPF-derived lung fibroblasts. (**A**) qPCR analysis of profibrotic gene expression in IPF-derived lung fibroblasts transfected with scrambled siRNA or siRNA for NFATc1 for 48 hours, followed by treatment with 2 ng/mL of TGF-β for an additional 24 hours. Data are shown as mean ± SEM of *n* = 4 independent experiments. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**B**) IPF-derived lung fibroblasts were transfected with scrambled or NFATc1 siRNAs for 48 hours and then treated with 2 ng/mL of TGF-β for an additional 24 hours, followed by Western blotting analysis. Shown is a representative blot of 3 independent experiments. (**C**) qPCR analysis of profibrotic gene expression in IPF-derived lung fibroblasts treated with VIVIT (5 μM) and 2 ng/mL of TGF-β for 24 hours. Data are shown as mean ± SEM of *n* = 4 independent experiments. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**D**) IPF-derived lung fibroblasts were treated with VIVIT (5 μM) and 2 ng/mL of TGF-β for 24 hours and analyzed via Western blot. Shown is a representative blot of *n* = 2 independent experiments. (**E**) qPCR analysis of profibrotic genes in IPF-derived lung fibroblasts cotreated with 10 μM of AZD1208 and 2 ng/mL of TGF-β for 24 hours. Data are shown as mean ± SEM of *n* = 3 independent experiments. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**F**) IPF-derived lung fibroblasts were cotreated with 10 μM of AZD1208 and 2 ng/mL of TGF-β for 24 hours and analyzed by Western blotting. Shown is a representative blot of 3 independent experiments. (**G**) IHC of IPF-derived fibroblasts cotreated with 10 μM of AZD1208 and 2 ng/mL of TGF-β for 24 hours. Scale bar: 50 μm. Representative images of 3 independent experiments are shown.

**Figure 6:**
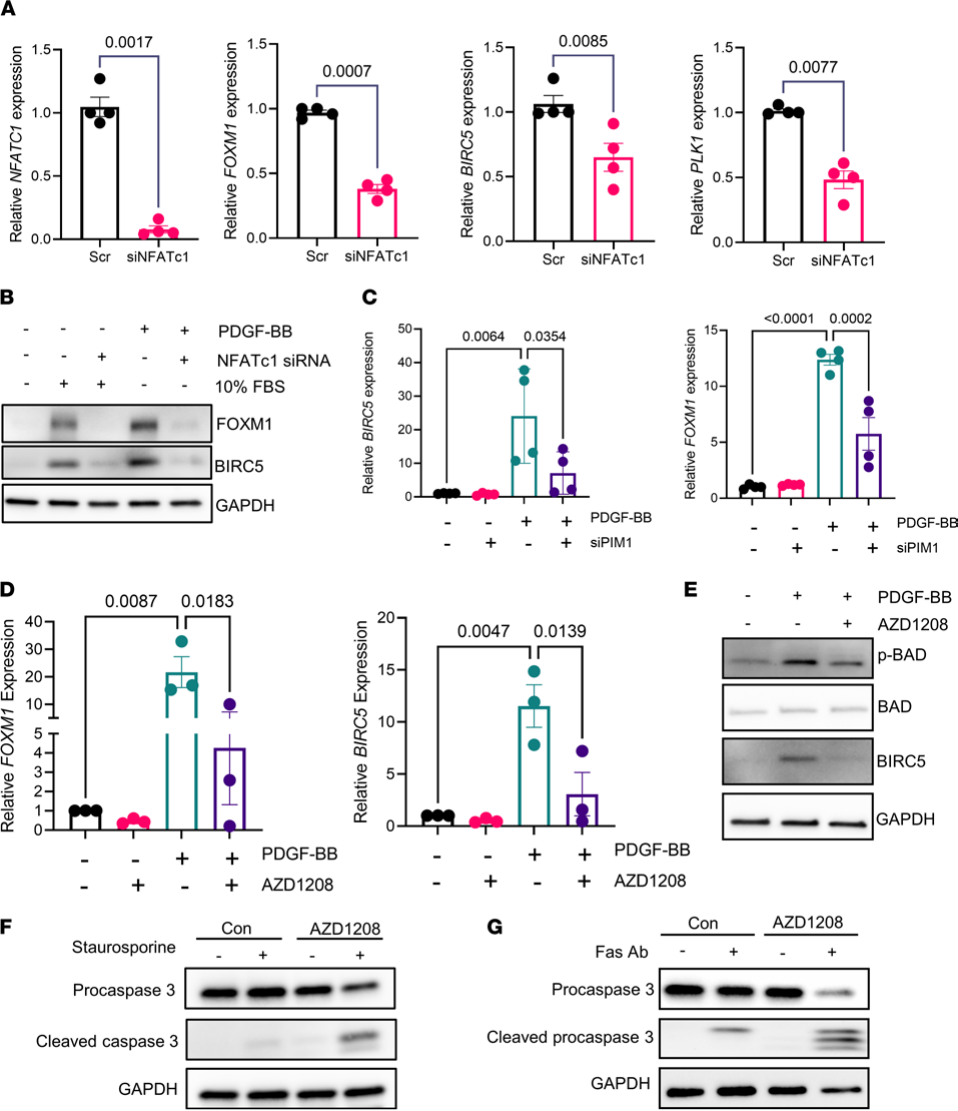
Inhibition of PIM1 signaling pathway reduces prosurvival gene expression and sensitizes IPF-derived lung fibroblasts to apoptotic cues. (**A**) qPCR analysis of aging-associated prosurvival genes and those with NFATc1 binding sites in IPF-derived fibroblasts transfected with scrambled siRNA or siRNA for NFATc1 for 48 hours. Data are shown as mean ± SEM of *n* = 4 independent experiments. *P* values were calculated using 2-tailed, paired Student’s *t* test. (**B**) Western blot analysis of FOXM1 and BIRC5 in IPF-derived fibroblasts transfected with scrambled siRNA or siNFATc1 for 48 hours and then stimulated with 50 ng/mL of PDGF-BB or 10% FBS for an additional 24 hours. Shown is a representative blot of 2 independent experiments. (**C**) qPCR analysis of prosurvival genes in IPF-derived fibroblasts transfected with scrambled siRNA or siRNA for PIM1 for 48 hours. Data are shown as mean ± SEM of *n* = 4 independent experiments. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**D**) qPCR analysis of prosurvival gene expression in IPF-derived lung fibroblasts cotreated with 10 μM of AZD1208 and 50 ng/mL of PDGF-BB for 24 hours. Data are shown as mean ± SEM of *n* = 3 independent experiments. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**E**) IPF-derived lung fibroblasts were cotreated with 10 μM of AZD1208 and 50 ng/mL of PDGF-BB for 24 hours and analyzed by Western blotting using antibodies against phospho-BAD, total-BAD, BIRC5, and GAPDH. (**F**) IPF-derived lung fibroblasts were pretreated for 24 hours with 10 μM of AZD1208 and with 300 nM of staurosporine for an additional 2 hours, followed by Western blotting analysis using antibodies against procaspase-3, cleaved caspase-3, and GAPDH. (**G**) IPF-derived lung fibroblasts were preincubated for 24 hours with 10 μM of AZD1208, followed by treatment with 0.5 μg/mL of FAS-activating antibody for an additional 24 hours. Procaspase-3 and cleaved caspase-3 were detected by Western blotting. Shown is a representative blot of 3 independent experiments.

**Figure 7:**
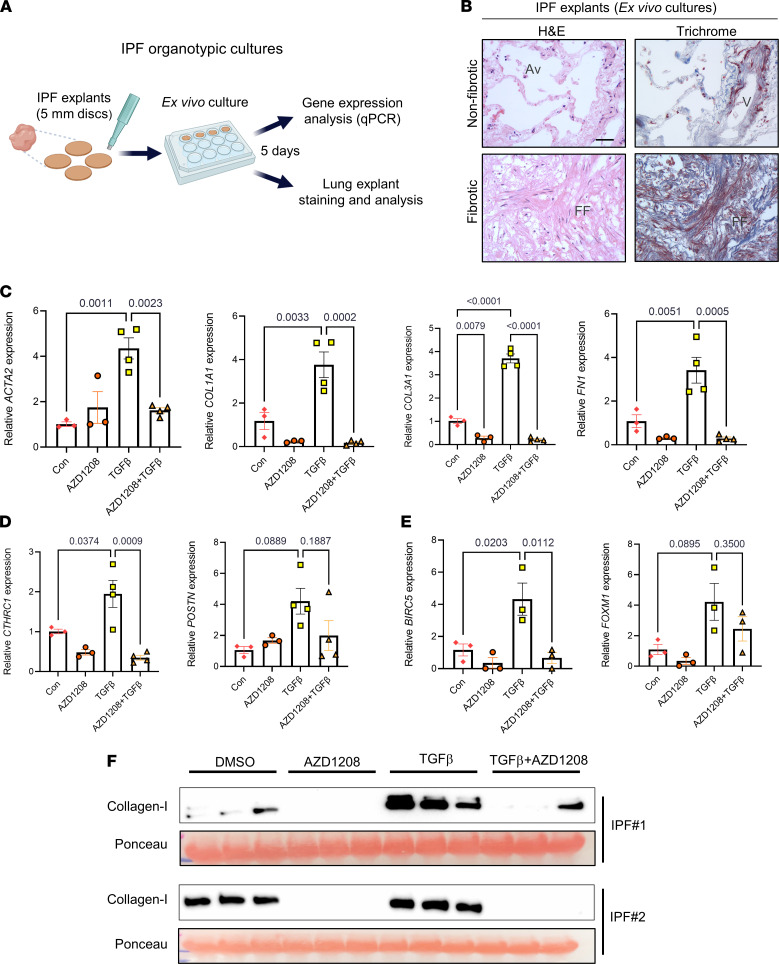
PIM1 inhibition inhibits profibrotic gene expression and collagen secretion in organotypic IPF lung cultures ex vivo. (**A**) Schematic of organotypic culture of IPF lungs. (**B**) H&E and trichrome staining of IPF lung tissue explants after 5 days in culture showing intact tissue architecture of nonfibrotic area (top panels) and distorted architecture of fibrotic area (bottom panels). Scale bar: 50 μm. FF, fibrotic foci; V, vein; Av, alveoli. (**C**) qPCR analysis of ECM gene expression in IPF lung explants treated with 10 μM of AZD1208 or DMSO control in combination with or without 10 ng/mL of TGF-β for 5 days. *n* ≥ 3 IPF lung explants. Data are shown as mean ± SEM. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**D**) qPCR analysis of pathogenic lung fibroblasts gene markers in IPF lung explants treated with 10 μM of AZD1208 or DMSO in the presence or absence of 10 ng/mL of TGF-β for 5 days. *n* ≥ 3 IPF lung explants. Data are shown as mean ± SEM. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**E**) qPCR analysis of prosurvival genes in IPF lung explants treated with 10 μM of AZD1208 or DMSO in the presence or absence of 10 ng/mL of TGF-β for 5 days. *n* = 3 IPF lung explants. Data are shown as mean ± SEM. *P* values were calculated using 1-way ANOVA with Holm-Šidák post hoc test. (**F**) Soluble collagen-I secreted from IPF lung explants into the media was evaluated by Western blot analysis. Each lane contained equal volume of conditioned medium of different lung sections obtained from single IPF lung explants. Ponceau staining was used as loading control for secreted collagen-I.

# Supplementary material for: Transcriptional analysis of lung fibroblasts identifies PIM1 signaling as a driver of aging-associated persistent fibrosis
**Source:** JCI Insight. 2022 Mar 22;7(6):e153672. doi: 10.1172/jci.insight.153672
**Supplement:** Supplemental data

## Supplemental Figures

Supplemental Figure S1

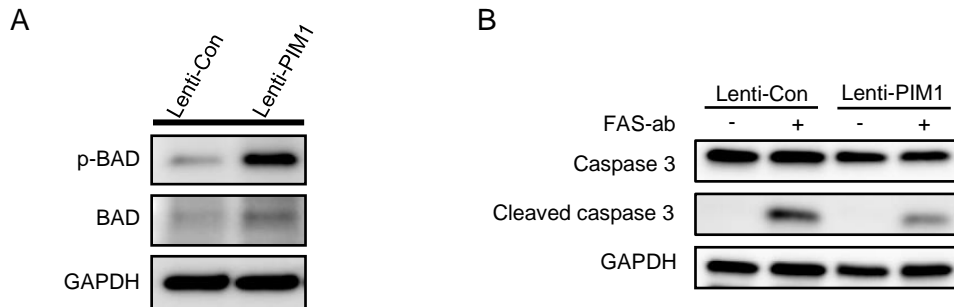

### Supplement Fig.S1. PIM1 overexpression in normal human lung fibroblasts induces BAD phosphorylation and inhibits Fas-Ab-induced caspase-3 activation

**A.** Western blot showing increased BAD phosphorylation (p-BAD) in PIM1-overexpressing human lung fibroblasts. Shown is a representative blot of n=3 independent experiments. **B.** Western blotting showing reduced Fas-ab-induced caspase-3 cleavage in PIM1-overexpressing lung fibroblasts compared to control cells. Shown is a representative blot of n=2 independent experiments.

## Supplemental Figure S2

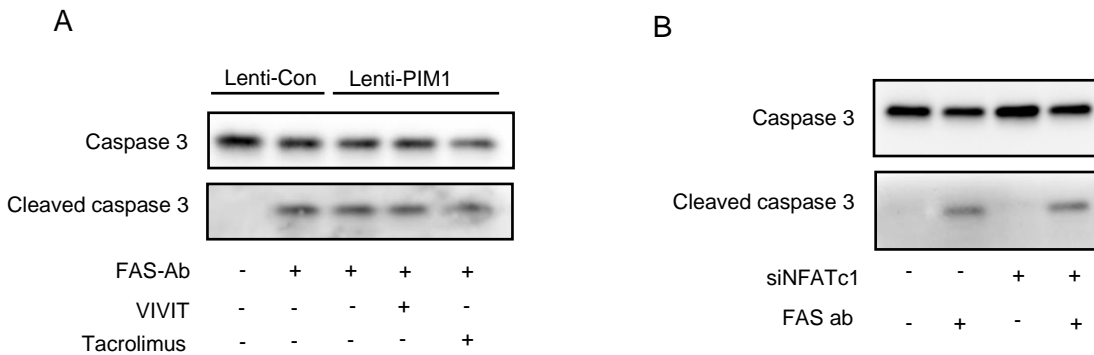

### Supplement Fig.S2. Inhibition of NFATc1 failed to promote caspase-3 cleavage and does not sensitize IPF-derived lung fibroblasts to FAS activation

**A.** Western blot showing reduced cleaved caspase-3 in PIM1 overexpressing cells treated with NFATc1 inhibitors, VIVIT (5  $\mu$ M) or Tacrolimus (1  $\mu$ M), for 24 h followed by additional 24 h treatment with or without FAS-activating ab (500 ng/mL). Blots shown are representative of n=2 independent experiments. **B.** Western blot showing no change in cleaved caspase-3 in IPF-derived lung fibroblasts silenced for NFATc1 for 48 h and then treated with FAS-activating antibody for additional 24 h, n=1.

Supplement Figure S3

A

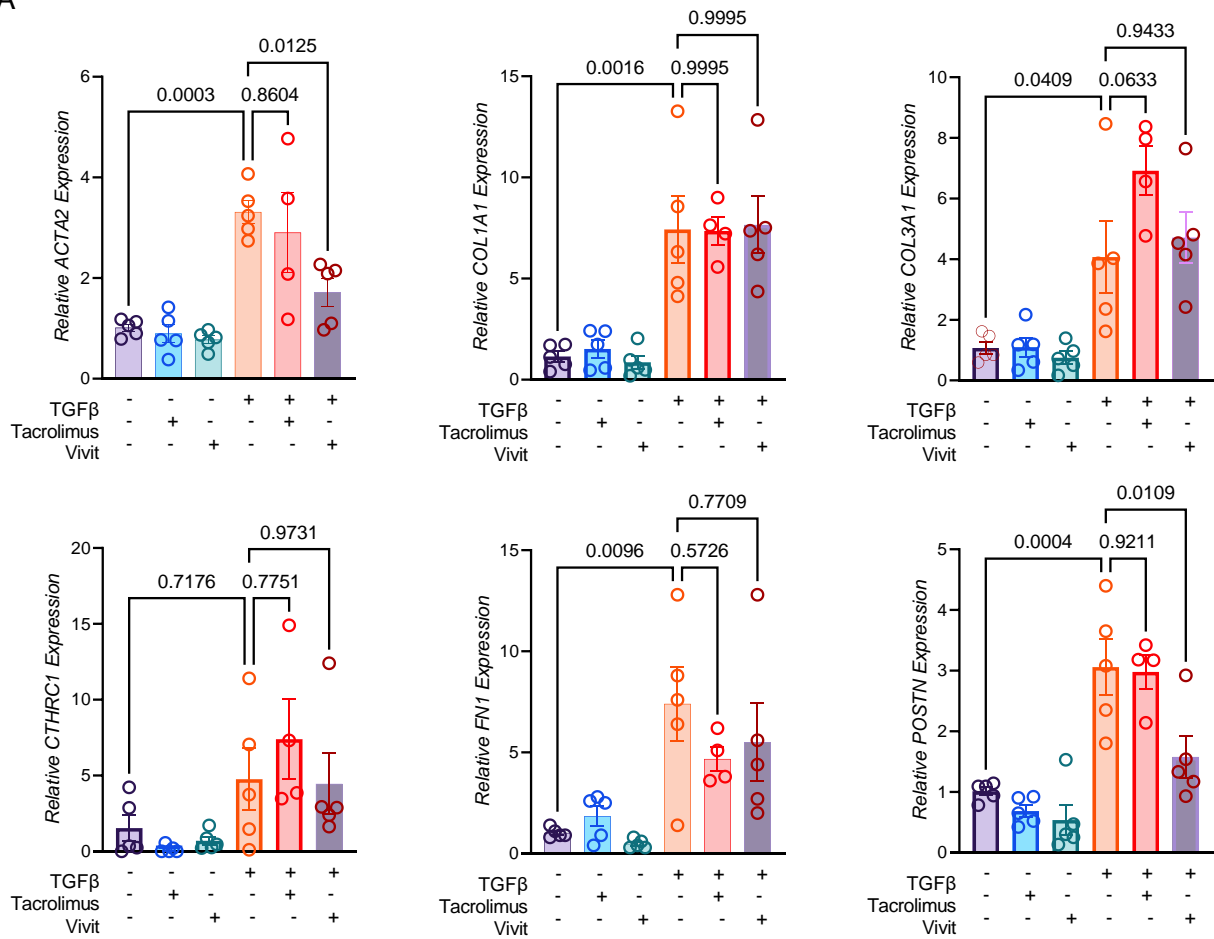

B

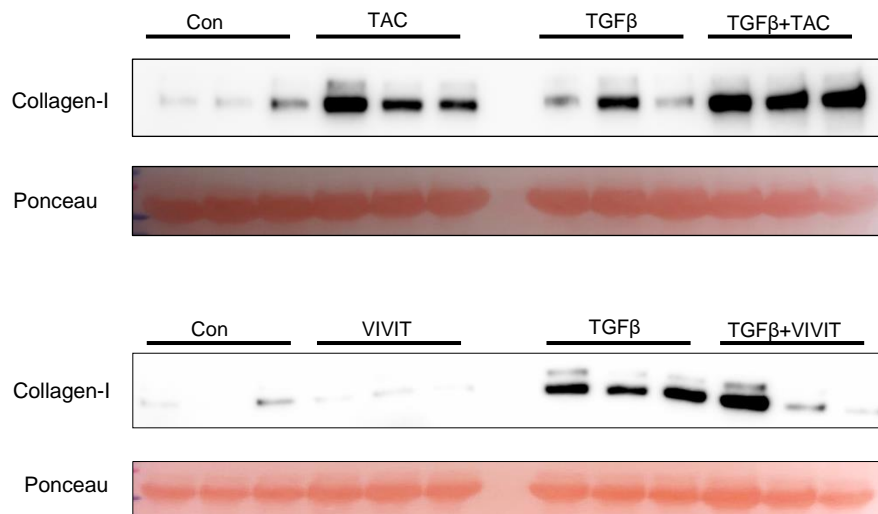

**Supplemental Fig. S3. NFATc1 inhibition by VIVIT, but not by tacrolimus, reduces pro-fibrotic gene expression and collagen secretion in organotypic IPF lung cultures *ex vivo***

**A.** qPCR analysis of ECM gene expression in IPF lung explants treated with 5  $\mu$ M of VIVIT or 10  $\mu$ M of Tacrolimus in the presence or absence of 10 ng/mL of TGF $\beta$  for 5 days,  $n \geq 4$  IPF lung explants. Data are shown as mean  $\pm$  SEM. P-value were calculated using one-way ANOVA with Holm-Sidak post-hoc test. **B.** Soluble collagen secreted from IPF lungs treated as described in (A) into the media was evaluated by Western blot analysis. Each lane contained equal volume of conditioned medium of different lung sections obtained from single IPF lung explants.

# Supplement Figure S4

## Figure 4D

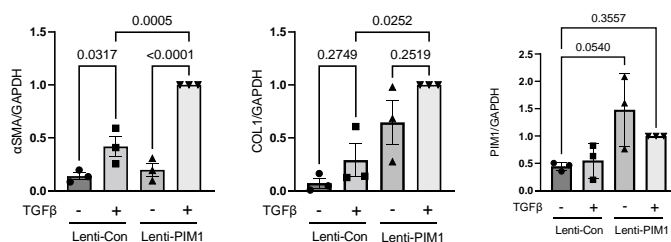

## Figure 4G

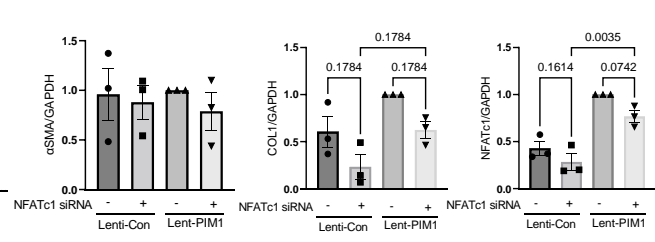

## Figure 4I

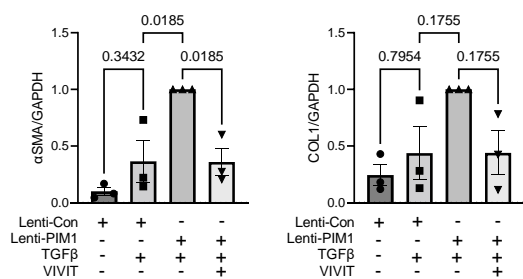

## Figure 4J

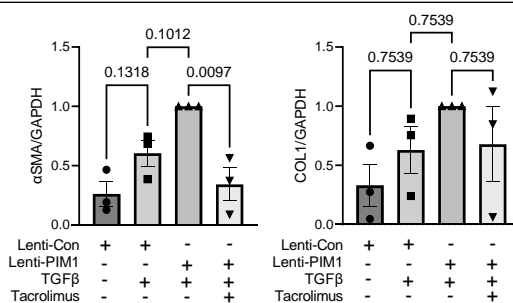

## Figure 5B

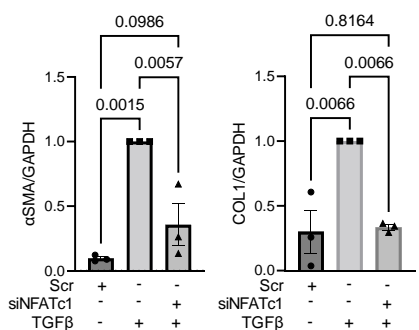

## Figure 5D

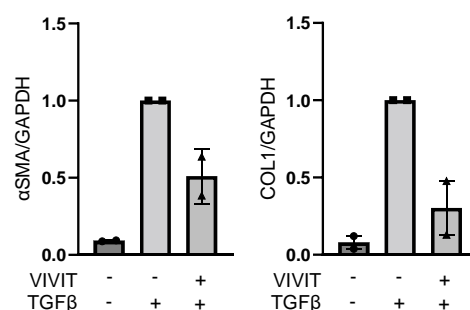

## Figure 5F

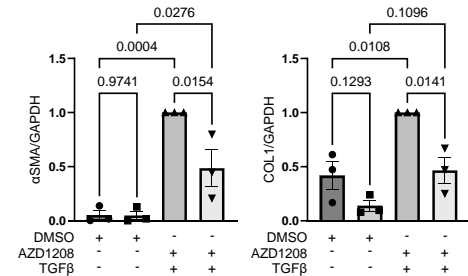

## Figure 6B

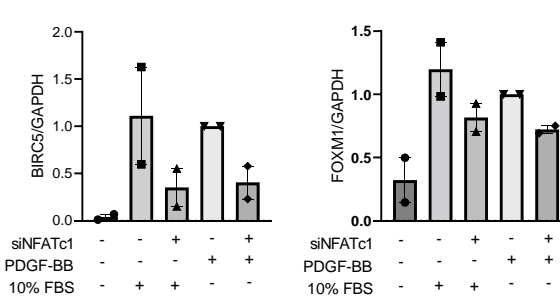

## Figure 6E

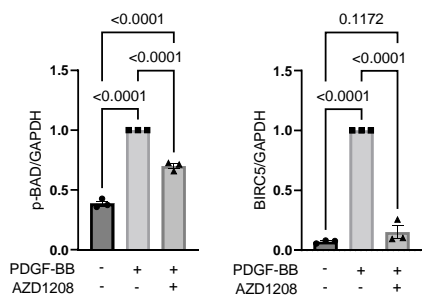

#### **Supplemental Fig. S4. Quantification of Western blots**

Densitometry analysis of key western blots from which representative blots were selected and shown in the figures. Data are shown as mean  $\pm$  SEM. P-value were calculated using one-way ANOVA with Holm-Sidak post-hoc test.

**Supplemental Table 1.** List of primers used for quantitative PCR

| Primers       | Forward (5'-3')        | Reverse (5'-3')         |
|---------------|------------------------|-------------------------|
| <i>ACTA2</i>  | AAAAGACAGCTACGTGGGTGA  | GCCATGTTCTATCGGGTA CTTC |
| <i>COL1A1</i> | GAGGGCCAAGACGAAGACATC  | CAGATCACGTCATCGCACAAAC  |
| <i>COL3A1</i> | GGAGCTGGCTACTTCTCGC    | GGGAACATCCTCCTTCAACAG   |
| <i>FN1</i>    | CGGTGGCTGTCAGTCAAAG    | AAACCTCGGCTTCCTCCATAA   |
| <i>CTHRC1</i> | CAATGGCATTCCGGGTACAC   | GTACACTCCGCAATTTTCCCAA  |
| <i>POSTN</i>  | GCTATTCTGACGCCTCAAAACT | AGCCTCATTACTCGGTGCAAA   |
| <i>NFATC1</i> | CACCGCATCACAGGGAAGAC   | GCACAGTCAATGACGGCTC     |
| <i>FOXM1</i>  | CGTCGGCCACTGATTCTCAA   | GGCAGGGGATCTCTTAGGTTC   |
| <i>BIRC5</i>  | AGGACCACCGCATCTCTACAT  | AAGTCTGGCTCGTTCTCAGTG   |
| <i>PLK1</i>   | CACCAGCACGTCGTAGGATTC  | CCGTAGGTAGTATCGGGCCTC   |
| <i>RPLP0</i>  | AGCCCAGAACAACACTGGTCTC | ACTCAGGATTTCAATGGTGCC   |

## **Supplemental Methods**

### **Fluorescence-activated cell sorting (FACS)**

Mice were anaesthetized with ketamine/xylazine and perfused via the left ventricle with cold PBS. The lungs were immediately harvested and minced with a razor blade in a 100 mm petri dish in cold MEM medium containing 0.2 mg/mL Liberase DL and 100 U/mL DNase I (Roche, Indianapolis, IN, USA). The mixture was transferred to 15 mL tubes and incubated at 37 °C for 40 min under continuous rotation. Digestion was inactivated with MEM containing 10% FBS and the resulting suspension was passed through a 40 µm cell strainer (ThermoFisher Scientific, Waltham, MA, USA) to remove debris. Cells were then centrifuged at 300 g for 10 min at 4°C and then resuspended in 2 mL of red blood cell lysis buffer (ThermoFisher Scientific, Waltham, MA, USA) for 90 seconds to remove red blood cells and then diluted in 9 mL PBS. Cells were then centrifuged (300 g, 10 mins, 4°C) and resuspended in 0.2 mL of FACS buffer (1% BSA, 0.5 mM EDTA pH 7.4 in PBS). The single cell suspension was incubated with anti-CD45:PerCp-Cy5.5 (1:200, Biolegend, San Diego, CA, USA, Cat# 103132), anti-CD31:PE (1:200, Biolegend, San Diego, CA, USA, Cat#102408), anti-EpCAM:APC (1:200, Biolegend, San Diego, CA, USA, Cat#118214) antibodies and DAPI (1:1000, Biolegend, San Diego, CA, USA, Cat#422801) for 30 min on ice. After incubation, cells were washed with ice-cold FACS buffer and resuspended in 1 ml of FACS buffer. FACS sorting was conducted using a BD FACS Aria II (BD Biosciences, San Jose, CA, USA) as previously described (9, 16). Cells were sorted directly into RNeasy micro kit RLT buffer (Qiagen, MD, USA). Total mRNA was isolated using RNeasy micro kit, followed by Nanodrop concentration and purity analysis.

### **Immunofluorescence**

IPF lung fibroblasts were grown on coverslips and treated with DMSO as vehicle or 2 ng/mL of TGFβ alone or in combination with 10 µM of AZD1208 for 24 h in serum-free MEM media.

Following treatment, the cells were fixed with 10% formalin for 10 minutes at room temperature and then washed three times with ice-cold PBS. The cells were then permeabilized with 0.1% Triton X-100 for 5 mins. Following three washes with PBS, cells were incubated with Intercept Blocking Buffer (Li-Cor, Lincoln, NE, USA) for 30 mins and then stained with  $\alpha$ SMA at 1:200 (A2547) (MilliporeSigma, Burlington, MA, USA) overnight. Next day, the cells were washed 3 times with PBS and then incubated with secondary antibodies conjugated with PE diluted at 1:1000 and containing DAPI stain (1 mg/mL; dilution 1:1000) for 30 mins. Following three washes with PBS, the coverslip containing cells were mounted onto slides using Aqua Poly mounting medium (Polysciences Inc, Warrington, PA, USA) and then imaged using a confocal microscope (Olympus FluoView FV10i).

### **RNA interference**

RNA interference was performed with siGENOME Non-Targeting Control siRNA Pool #1 (D-001206-13-05) or SMARTpool ON-TARGETplus Human *NFATC1* siRNA (L-003605-00-0005) or siGENOME Human *PIM1* siRNA (D-003923-01-0002) (Horizon Discovery, Waterbeach, UK) by using Lipofectamine RNAiMAX reagent (ThermoFisher Scientific, Waltham, MA, USA) as previously described (17).

### **Reverse transcription and Real-time PCR**

Total RNA was isolated using Quick-RNA Miniprep Kit (Zymo Research, Irvine, CA, USA) following manufacturer's protocol. Following quantification of RNA concentration, equal mass of RNA was used for reverse transcription using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, Waltham, MA, USA) following manufacturer's protocol. qPCR was performed using PowerUp SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) with specific primers. All primer sequences are available upon request.

## **Protein extraction and Western Blotting**

Cell protein were extracted using RIPA lysis buffer (ThermoFisher Scientific, Waltham, MA, USA). Protein concentration was determined using the Pierce BCA Protein Assay (ThermoFisher Scientific, Waltham, MA). Equal amount of protein from each sample or equal volume of conditioned medium were loaded on a 4-15% polyacrylamide Mini-PROTEAN precast gel (Bio-Rad, Hercules, CA, USA) and separated by electrophoresis. The protein were then transferred onto PVDF membrane, blocked with 5% non-fat dry milk, and incubated with primary antibodies overnight at 4°C. Western blotting analysis of cell lysates was performed using the following antibodies against: FOXM1(#5436), GAPDH (#5174), COL1A1 (#72026), CASPASE 3 (#9662), Phospho-BAD (Ser112) (#5284), BAD (#9292) (Cell Signaling, Danvers, MA, USA.), BIRC5 (NB500-201SS), COL I (NB600-408) (Novus Biologicals, Littleton, CO, USA),  $\alpha$ SMA (A2547) (MilliporeSigma, Burlington, MA, USA), PIM1(MA5-35347) (Thermo Fisher Scientific, Waltham, MA, USA). Blots were then washed and incubated with appropriate IgG-HRP-conjugated antibodies for 1 hour at room temperature. Bands were visualized by using Super Signal West Pico Plus or Super Signal West Femto (Thermo Fisher Scientific, Waltham, MA, USA) and ChemiDoc (Bio-Rad, Hercules, CA, USA) according to the manufacturer's protocol. Western blot images were quantified using Image Lab 6.0.1 (Bio-Rad, Hercules, CA, USA).

## **ECM Deposition Assay**

Cells transduced with control or PIM1 lentivirus were grown in clear-bottom 96-well plates with MEM media containing 2% FBS, 20  $\mu$ g/mL ascorbic acid, and 20  $\mu$ g/L Copper (II) Sulfate. After 3 days, each well was de-cellularized with 20 mM  $\text{NH}_4\text{OH}$  for 10 mins and then washed with PBS three times. Cell matrix in each well were then fixed with 10% formalin for 15 mins at room temperature. After the cells were washed with PBS, they were incubated with Intercept Blocking Buffer (Li-Cor Biosciences, Lincoln, NE, USA) to block unspecific binding for 60 mins and incubated with primary Collagen I (Novus NB600-408) antibodies at 1:600 dilution,

overnight, and at 4°C. The next day, the cells were washed with PBS with 0.1% (v/v) Tween-20 and then stained with secondary anti-rabbit IgG IRDye 800 antibody at 1:1000 dilution for 1 h and then washed before read. The microplates were scanned with the Odyssey CLx Infrared Imaging System (Li-Cor, Biosciences, Lincoln, NE, USA) and the integrated fluorescence intensities were acquired using Image Studio software version 3.0 (Li-Cor Biosciences, Lincoln, NE).

### **Immunohistochemistry**

Formalin-fixed paraffin-embbed blocks of normal and IPF lung tissues were obtained from Dr. Steven K. Huang at the University of Michigan. Paraffin blocks were sectioned at 5 µm thickness and mounted on Superfrost Plus slides (Thermo Fisher Scientific, Waltham, MA, USA). The sections were deparaffinized in histoclear and rehydrated through graded ethanol. Antigen retrieval was performed by incubating slides for 20 mins in citrate bufer (pH 6.0) at 98°C. After cooling, endogenous peroxidases were blocked with BLOXALL (Vector Laboratories, Peterborough, UK) for 10 mins and then incubated with 2.5% horse serum to block nonspecific binding for 30 mins at room temperature. Stainings were performed by using the ImmPRESS HRP PLUS polymer kit (Vector Laboratories) following the manufacturer's protocol. Human lung tissues were stained with NFATc1 antibody (NB10056732) at 1:200. (Novus biologicals, Littleton, CO, USA) or PIM1 antibody at 1:200 dilution (MA5-35347) (Thermo Fisher Scientific, Waltham, MA, USA). Slides were then counterstained with hematoxylin and coverslipped.

How the deposited data were processed for this re-analysis (not part of the article)

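RNA-Seq libraries of sorted Col1a1-GFP fibroblasts from 4 aged sham and 5 aged bleo mice were analysed. Libraries of young mice and all other experiments of the paper were not analysed here. The authors deposited 1 table with the read counts of 43346 genes in each library, which are whole numbers without normalization, and FPKM values. The deposited FPKM values are scaled by the authors to gene length and to a library total that is 2.27 to 2.42 times the sum of the deposited counts. The table gives Ensembl gene identifiers, symbols, and positions. The build was taken as GRCm38 because 78.8% of the shared identifiers have the positions of GENCODE M21. Whether the counting used strand is not stated, so reads of overlapping or near-identical genes may not be separated.

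The libraries were grouped by the condition in their sample labels, and every library was used. Genes with an average count of at least 25 over the 9 libraries were tested. Counts were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with no covariate. The Benjamini-Hochberg adjusted p-value is called FDR, and genes with an FDR under 0.10 and a fold change over 1.5 were called differentially expressed. Standard errors of log2 fold changes were taken from the fold change and its test. CPM values are TMM-normalized, and log2 CPM values use a prior count of 2. Principal components were computed from the centred log2 CPM values of the tested genes. Limits derived from counts cover counting error only, and a count of 0 allows up to 3 counts.

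The genes named in the text are those that the paper's text on the mouse RNA-Seq or Figures 1 and 2 name, the genes of 19 marker lists as part of their lists, and the 5 genes with the largest fitted change in each direction among those past the thresholds, with no overlap between the groups and a mean of at least 1 CPM. Yam1 and AY036118 are named besides for their shares of the counts, seen in the data. The marker lists cover pan-leukocyte, macrophage, neutrophil, T and NK cell, B cell, endothelial, epithelial, erythroid, fibroblast identity, smooth muscle and pericyte, cell cycle, immediate early, clock (Nr1d1 phase and Bmal1 phase), sex, NFAT family, PIM family, cell cycle inhibitor, and lipofibroblast genes. A list's level is the mean log2 CPM of its genes. Differences in list levels and in the first principal component were tested by two-sided exact permutation over all splits of the libraries, and correlations by exact permutation over 362880 orders, or over 2880 orders within treatments. Fewer orders are left where 2 libraries were taken out.

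The alternatives were DESeq2 1.42.0 with its size factors, limma 3.58.1 (limma-trend) on TMM log2 CPM, on log2(FPKM + 0.1), and on log2(FPKM + 1), RLE normalization, library size only, no filter, at least 10 counts in every library, a robust fit, stricter thresholds, each library left out in turn, and replicate numbers as a block. GC content came from the GENCODE M21 transcripts, and its trend and that of length were taken out by splines with 5 degrees of freedom. The tests were tried on simulated counts for the 16877 tested genes with 200 changed genes. edgeR recovered 66.3% of the 2-fold and 93.7% of the 4-fold changes with 16 false calls among 179, DESeq2 75.3% and 95.5% with 65 among 238, and limma-trend 65.2% and 91.9% with 15 among 175.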

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

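The tests of leukocyte RNA and of the time of day for aged sham 1, and of neutrophil RNA for aged bleo 4, were chosen only after the values were seen. Within the 4 aged sham or the 5 aged bleo libraries, 204 groups of values were searched for a library far from the others by Dixon's criterion at the 95% level. Such a library was found in 20 groups, where about 10.2 are found by chance. Of these, 12 were aged sham 1 and 6 were aged bleo 4.

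Aged sham 1 had higher levels of proliferation genes than the other aged sham libraries. Foxm1 was at 7.91 CPM against 3.53 to 3.90 CPM, Ccnd1 at 52.2 CPM against 16.1 to 17.0 CPM, and Aurkb at 1.73 CPM against 0.376 to 0.424 CPM. Plk1 was at 2.12 CPM against 1.13 to 1.25 CPM, Cdk1 at 3.46 CPM against 0.428 to 0.616 CPM, Cdk6 at 13.0 CPM against 4.50 to 5.36 CPM, and Uhrf1 at 10.5 CPM against 1.32 to 2.32 CPM. The mean log2 CPM of a list of 12 cell cycle genes was 3.13 against 1.47 to 1.48. The same library had 149 CPM against 67.0 to 68.9 CPM of Ccl2, 50.1 CPM against 12.3 to 16.9 CPM of Cxcl10, and 333 CPM against 195 to 217 CPM of Postn. Without aged sham 1, the log2 fold change of Cdk1 between aged bleo and aged sham was 4.60, that of Uhrf1 3.56, that of Ccnd1 2.50, that of Cxcl10 1.08, and that of Ccl2 0.10. More RNA from leukocytes would raise leukocyte genes, and the pan-leukocyte list was lower in aged sham 1, by a difference of -0.82 from the mean of the other aged sham libraries (their SD was 0.64). A mislabelled library, or a mouse with a full response to bleomycin, would lie near aged bleo over the genes that differ between the treatments. With aged sham as 0 and aged bleo as 1, the median position of aged sham 1 was 0.0950, and that of the other aged sham libraries was 0.0245, -0.00500, and 0.00319. In aged sham 1, 13.4% of these genes lay nearer to aged bleo, against 6.67, 3.73, and 7.52% in the others. The median counts against a full response, and a partial response is not excluded. The 4 aged sham mice share their condition, so no biological explanation was tested, and a difference in proliferation between the mice stays open.

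Nr1d2 was at 186 CPM in aged sham 1, far above the other aged sham libraries, the lowest of which had 121 CPM. The level of a list of 10 genes of the Nr1d1 phase of the circadian clock, of which the study named 3, was higher in aged sham 1 than the mean of the others by 0.80 (log2). A list of 5 genes of the opposite phase, that of Bmal1, differed by -0.40 from the others, whose SD was 0.04. Opposite moves of both lists are consistent with collection of this lung at another time of day, which may also be why Nr1d2 stood apart. Times of collection were not used here, so this remains a hypothesis. Without aged sham 1, the log2 fold change of Nr1d2 was -0.43 and did not pass the thresholds.

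Aged bleo 4 had 368 CPM against 34.3 to 105 CPM of Il1b in the other aged bleo libraries, 86.0 CPM against 11.9 to 24.8 CPM of Cxcr4, 47.5 CPM against 6.49 to 12.1 CPM of Ccr1, and 359 CPM against 28.1 to 44.6 CPM of S100a9. Its neutrophil list level was 5.73 against 2.64 to 3.26 (log2 CPM). Without aged bleo 4, the log2 fold change was -1.95 for Il1b, -0.76 for Cxcr4, -1.29 for Ccr1, and -2.13 for S100a9. Other leukocyte lists were also highest of aged bleo in this library. The pan-leukocyte list was at 6.48 against 4.05 to 4.78, the macrophage list at 6.06 against 3.69 to 5.28, and the T and NK cell list at 1.50 against -2.11 to -0.35, while the B cell list was at 0.02, within the range of the others. In aged sham 4, the pan-leukocyte list was at 5.56, the highest of aged sham. RNA from leukocytes, neutrophils among them, is a candidate source, and whether the genes follow neutrophils more closely than other leukocytes was not tested. Within treatments, 5 of the 10 upregulated genes labelled in Fig. 2A followed the neutrophil level of 7 genes at an adjusted p under 0.05 (exact permutation within treatments). Their r within treatments was 0.993 for Ccr1, 0.957 for Il1b, 0.935 for Nlrp3, 0.934 for Cxcr4, and 0.865 for Cxcl2, and without aged bleo 4 and aged sham 4 it was 0.966 for Ccr1, 0.808 for Il1b, 0.737 for Nlrp3, 0.540 for Cxcr4, and 0.320 for Cxcl2 (exact permutation p = 0.0139, 0.0417, 0.0417, 0.278, and 0.361, adjusted p of at least 0.167). Without these 2 libraries, too few orders are left for a single relation to pass an adjusted p of 0.05 alone. With all libraries, the other 5, Pim1 (r = 0.512), Ccl2, Ccl7, Cxcl13, and Cxcl10, did not follow the neutrophil level at an adjusted p under 0.05. Of the abundant neutrophil genes, S100a8 ranged from 14.1 to 97.1 CPM in aged sham and from 10.9 to 114 CPM in aged bleo. Expression of these genes by fibroblasts exposed to leukocytes would follow the same level and stays open, as untested. The smooth muscle and pericyte list of aged bleo 4 was 6.70 against 7.18 to 7.34, for which no explanation was tested. The name of aged bleo 4 alone among the aged bleo libraries ends like those of aged sham, so a batch and this mouse cannot be told apart.

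Ccl4 in aged sham 2 was at 2.38 CPM against 0.974 to 1.11 CPM in the other aged sham libraries. The epithelial list of aged bleo 1 was 0.81 against 1.63 to 1.88 (log2 CPM) in the other aged bleo libraries. No technical or biological explanation was tested for either, and about 10.2 such libraries are found by chance.

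Among genes that the paper does not discuss, 4 had some of the largest rises in aged bleo, above the level of all aged sham libraries. The fitted log2 fold change was 9.43 for Shisa6, 8.75 for Lrrc15, 8.05 for Col11a1, and 7.72 for Matn3. All aged sham libraries had 3 counts or fewer of Shisa6 and Matn3, so these were at least 142-fold and at least 77.8-fold higher in aged bleo, and their fitted values are no bounds. Lrrc15 was at 37.8 ± 20.0 CPM (SD, n = 5) in aged bleo and 0.0845 ± 0.0192 CPM (SD, n = 4) in aged sham, and Col11a1 at 60.9 ± 11.5 CPM (SD, n = 5) in aged bleo and 0.233 ± 0.0916 CPM (SD, n = 4) in aged sham. Together with Spp1, which the paper names, these were the 5 largest rises. With each library's trend over GC content and gene length taken out, 5 of the 5 passed the thresholds. Changes this large could hardly have failed, as the trend differed little between the groups (-0.0328 to 0.0918, log2, 5th to 95th percentile of genes). A trend of that size is too small to be the cause. With the macrophage level as a covariate, 5 of the 5 passed. This counts against RNA from macrophages alone only as far as the list level measures that RNA. A response of fibroblasts to bleomycin may account for these rises, as a hypothesis from the same data. Aged bleo 4, whose name ends like those of aged sham, had 8.80 CPM of Shisa6, 48.7 CPM of Lrrc15, 44.2 CPM of Col11a1, and 5.02 CPM of Matn3, where the highest aged sham levels were 0.0195, 0.103, 0.343, and 0.0485 CPM. A batch that follows the names alone would not give this, though it rests on 1 library.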

How the results depend on the processing

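The alternatives were set before the data were examined, as were the test, the thresholds, the marker lists, the genes named from the paper, and the rule that picks the 10 genes with the largest changes. No test in this part was chosen after a result was seen. The number of differentially expressed genes, 4022, stayed within 1.5 times its value in all but a pair of alternatives. A moderated test on log2(FPKM + 1) gave 1785 genes, 960 higher and 825 lower, because adding 1 FPKM shrinks the fold change of scarce transcripts. A fold change over 2 in place of 1.5 gave 2284 genes, 1287 higher and 997 lower, all among the 4022. The other alternatives gave from 3480 genes with log2(FPKM + 0.1) to 4978 genes without a filter, and the latter tested 30563 genes. With the 9 fits that each left out 1 library, the number ranged from 3530 without aged bleo 5 to 4590 without aged bleo 2. DESeq2 called 4132 genes, of which 3978 were shared with edgeR. The share of the first principal component between treatments, 85.7%, was 74.1% to 90.0% in its other alternatives and 81.3% to 93.2% with each library left out.

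Replicate numbers 1 to 4 occur in both groups. The fit with these numbers as a block, in which aged bleo 5 has no partner, gave 3536 genes, 1822 higher and 1714 lower. The correlation of the libraries that share a number, after the group means were taken out, was 0.0922, 0.0623, -0.130, and 0.326 for numbers 1 to 4, so the numbers do not pair the libraries. Under the block, Pim1 (-0.52), Nr1d2 (-0.64), and Itgbl1 (-0.98) no longer passed the thresholds, and Il1b (-0.88) passed them.

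Of 82 named genes, 47 kept their direction and their side of the thresholds under all alternatives that gave a value. In 20 genes at least 1 alternative put a gene that had passed under the thresholds, in 8 at least 1 put a gene past them, and in 9 at least 1 reversed the direction. Of 82 genes, 74 had a value when at least 10 counts were required in every library. Nr1d2 and Itgbl1, of the genes labelled in Fig. 2A, depended on single libraries, with ranges of -0.71 to -0.43 and -1.16 to -0.74. Without aged sham 1, Nr1d2 was at -0.43, Ccl7 at -0.54, and Itgbl1 at -0.98, none past the thresholds. Pim1 ranged from -0.74 to -0.52, and was no longer past the thresholds without aged sham 4 (-0.57) or aged bleo 5 (-0.52). Without aged bleo 2, C7 (-0.90), Gas1 (-0.59), and Dbp (-0.999) passed them, and Dbp also did so without aged bleo 3 (-0.96) or aged sham 4 (-0.99). With all libraries, Dbp passed them under DESeq2 (-0.82), and Acta2 passed them under DESeq2 and under RLE normalization (-0.59 in both). Acta2, with a range of -0.72 to -0.37, also passed them without aged sham 1 or 4 or aged bleo 1, 2, or 5. Without aged bleo 4, Il1b (-1.95), Ccr1 (-1.29), and S100a9 (-2.13) passed them, and Ctsl (-0.58) and Nr1d2 (-0.56) did not. Cxcl10 passed them without aged sham 1 (1.08), and Uhrf1 did not without aged sham 4 (2.19). Nr1d2 (-0.48) and Ccl7 (-0.76) did not pass without aged bleo 1, and Ccl7 (-0.74) and Itgbl1 (-0.82) did not without aged bleo 5. Itgbl1 likewise did not pass without aged sham 2, 3, or 4 or aged bleo 3.

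The genes whose direction reversed had no difference past the thresholds with all libraries, and for the changes of scale the cause was not tested. Adamts2 was at -0.0492 in the moderated test on log2 CPM, -0.0128 on log2(FPKM + 0.1), and -0.0105 on log2(FPKM + 1). Cxcr4 was at -0.12, -0.0796, and -0.0494 in the same tests. With each library left out in turn, Adamts2 ranged from -0.0716 to 0.18, with a negative value without aged bleo 1, 2, or 3. Cxcr4 ranged from -0.76 to 0.65, with a negative value without aged sham 1 or 2 or aged bleo 4. Cxcl13 ranged from -0.86 to 0.51 and Ccl2 from -0.54 to 0.10, and both were positive without aged sham 1. Cxcl2 ranged from -0.77 to 0.16 and Nlrp3 from -0.85 to 0.43, and both were positive without aged sham 4 or aged bleo 1, 2, or 5. Ccr1 ranged from -1.29 to 0.28 and S100a9 from -2.13 to 0.16, and both were positive without aged sham 4. Nfatc1 ranged from -0.0650 to 0.11, with a negative value without aged sham 2 or aged bleo 2 or 4.

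Of 19 marker lists, 8 reversed their direction in at least 1 alternative and 11 did not. The 11 include the sex genes, whose difference reached 1.78e-15 in an alternative, which is no difference but for rounding. With the log2 of the summed CPM, which the most abundant genes of a list dominate, the endothelial list was at -0.11, the epithelial list at -0.00549, the smooth muscle and pericyte list at -0.49, and the NFAT family at -0.00407. The cell cycle inhibitors, without a reversal, were at 0.0676 against 1.29, and the cell cycle list at 1.45 against 2.27. With the median over genes, the fibroblast identity list was at -0.0341. With each library left out in turn, the smooth muscle and pericyte list ranged from -0.11 to 0.19 (negative without aged sham 4), the pan-leukocyte list from -0.19 to 0.52 and the T and NK cell list from -0.33 to 0.57 (both negative without aged bleo 4), and the erythroid list from -0.0273 to 0.93 (negative without aged bleo 5). The neutrophil list ranged from -1.15 to -0.0878, lowest without aged bleo 4 and highest without aged sham 4.

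On the log2(FPKM + 1) scale, Lgals12, Nr1d2, Shisa6, Mal2, Gpr1, and Cyp2b10 fell under the fold change threshold, and Igkv4-79 did not pass the FDR threshold. Nr1d2 was also under the fold change threshold on log2(FPKM + 0.1) (-0.57) and without a filter (-0.58). A fold change over 2 put 13 named genes under the thresholds, and an FDR under 0.05 put 2 under them. The search of promoters for the NFATc1 motif, planned with at most 1 mismatch or none and 2 widths, was not run, since it needs a genome sequence, which was not used here.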

Differences from the paper's values

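No test in this part was chosen after a result was seen. The mean Pim1 level in aged sham was 31.7 FPKM, and the paper's value is about 32 in Fig. 2F, read by eye, so the values do not differ. Leaving out each aged sham library in turn did not change this. The paper's other values in Figs. 1 and 2 rest on the young libraries, which were not analysed here, or are Z scores.

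The paper's methods describe the mice as male. Xist, which is transcribed from the inactive X chromosome of females, was at 832 to 1315 CPM in all 9 libraries, and Ddx3y, Eif2s3y, Kdm5d, and Uty of the Y chromosome had 1 count in total.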

Other observations

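The tests of the library names, of the response to dissociation, of macrophage and leukocyte RNA, of sex, of epithelial RNA, and of the relations to the neutrophil level were chosen only after the result was seen. The 4022 differentially expressed genes between aged bleo and aged sham were weighed against several technical explanations. Of 100 splits drawn from all those of the 9 libraries into groups of 4 and 5, 2 gave as many genes, the real one included. The other put aged bleo 2 with the 4 aged sham libraries and gave 4074 genes. It differs from the real split by that library alone, and 91 of the other splits gave 0 genes, where from 62 to 3792 genes had an unadjusted p under 0.05. With every library thinned to the smallest total, 4008 genes passed the thresholds, and without the 20 most abundant genes 4025 did. With each library's trend over GC content and length taken out, 4087 genes passed, over the 16708 tested genes (99.0%) that had a GC value. These tests count against grouping by chance, library size, a few abundant genes, and GC content or length as the whole cause. The last part of the library names stays open. It is 4 for aged sham and aged bleo 4, 5 for aged bleo 1 to 3, and 6 for aged bleo 5. With this part as a term, 6222 genes passed, but the comparison then rests on aged bleo 4 alone, and the split by this part alone, which was not among those drawn, gave 274 genes. Aged bleo 4, with the ending of aged sham, lay farthest from aged sham on the first principal component (score 88.7), which counts against a batch that follows the names as the whole cause, on 1 library. A batch with this name and the treatment cannot be told apart for the other aged bleo libraries.

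Pim1 was lower in aged bleo than in aged sham, a comparison that the paper's statement on age is not about. Its log2 fold change was -0.64 with library size only and -0.66 with RLE normalization, -0.72 with the trend over GC content and length taken out, and -0.59 with the neutrophil level as a covariate. These values argue against the normalization and GC content or length as its whole cause. They argue against neutrophil RNA only as far as the neutrophil level measures it. Over its other alternatives, with all libraries, the adjusted p of Pim1 ranged from 0.00388 to 0.0338, and with each library left out from 0.0173 to 0.0696. With the last part of the library names as a term it was -0.37 (adjusted p 0.352), so a batch and the treatment cannot be told apart for Pim1, as the comparison rests on aged bleo 4. A list of 15 immediate early genes was lower in 5 of 5 aged bleo libraries than in any aged sham library, by a difference of -0.67. The list did not move as one. Hspa1a (log2 fold change 1.33) and Hspa1b (1.47), near-identical genes whose reads the counting could have split, were higher in 5 of 5 aged bleo libraries than in any aged sham library, and Ier3 differed by 0.30, which goes against a weaker response to dissociation in all of these genes. All other genes of the list were lower in 5 of 5 aged bleo libraries than in any aged sham library. Their log2 fold changes ranged from -0.52 for Nfkbia to -2.17 for Atf3, with Fos (-0.87) and Egr1 (-1.07) among them. For Pim1, a weaker response to dissociation and an effect of bleomycin cannot be told apart, since both follow the groups.

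Of the genes that the paper connects with PIM1, neither Nfatc1 nor Stat3 differed past the thresholds. Nfatc1 was at 40.8 ± 5.50 CPM (SD, n = 5) in aged bleo and 40.6 ± 5.91 CPM (SD, n = 4) in aged sham (log2 fold change 0.01, standard error 0.13, FDR 0.963). Stat3 was at 305 ± 19.8 CPM (SD, n = 5) in aged bleo and 268 ± 30.1 CPM (SD, n = 4) in aged sham (log2 fold change 0.18, standard error 0.09, FDR 0.154). Klf4 was at 262 ± 111 CPM (SD, n = 5) in aged bleo and 758 ± 99.4 CPM (SD, n = 4) in aged sham (log2 fold change -1.53, standard error 0.31, FDR 0.00626), and Acta2 was at 1213 ± 106 CPM (SD, n = 5) in aged bleo and 1812 ± 634 CPM (SD, n = 4) in aged sham (log2 fold change -0.58, standard error 0.22, FDR 0.0629). Spp1 was at 2145 ± 1084 CPM (SD, n = 5) in aged bleo and 8.77 ± 2.53 CPM (SD, n = 4) in aged sham (log2 fold change 7.93, standard error 0.55, FDR 2.84e-05). Of the 3 cell cycle inhibitor genes, Cdkn1a, the most abundant, was at 130.2 ± 15.5 CPM (SD, n = 5) in aged bleo and 135 ± 15.4 CPM (SD, n = 4) in aged sham (log2 fold change -0.05, standard error 0.11, FDR 0.731), Cdkn2a was at 7.64 ± 1.52 CPM (SD, n = 5) in aged bleo and 1.56 ± 0.800 CPM (SD, n = 4) in aged sham (log2 fold change 2.29, standard error 0.35, FDR 0.00179), and Cdkn2b was at 8.88 ± 0.641 CPM (SD, n = 5) in aged bleo and 3.06 ± 0.626 CPM (SD, n = 4) in aged sham (log2 fold change 1.54, standard error 0.15, FDR 1.47e-04). The FDR values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 12 genes set against the neutrophil level, 6 had negative r within treatments, -0.774 for Ccl7 (exact permutation p = 0.0323, adjusted 0.0574), -0.751 for Cxcl1 (exact permutation p = 0.0198, adjusted 0.0452), -0.733 for Il6 (exact permutation p = 0.0299, adjusted 0.0574), -0.602 for Ccl2 (exact permutation p = 0.0892, adjusted 0.143), -0.496 for Cxcl13 (exact permutation p = 0.203, adjusted 0.233), and -0.282 for Cxcl10 (exact permutation p = 0.486, adjusted 0.486). Over all 9 libraries, r was -0.381 for Ccl7, -0.293 for Cxcl1, -0.191 for Il6, -0.500 for Ccl2, -0.458 for Cxcl13, and -0.348 for Cxcl10 (exact permutation adjusted p of at least 0.235), and Spearman's rho was -0.0667 for Ccl7, -0.0333 for Cxcl1, 0.133 for Il6, -0.367 for Ccl2, -0.450 for Cxcl13, and -0.350 for Cxcl10 (exact permutation adjusted p of at least 0.334). Without aged bleo 4 and aged sham 4, r within treatments was -0.362 for Ccl7, -0.186 for Cxcl1, 0.0554 for Il6, -0.390 for Ccl2, -0.581 for Cxcl13, and -0.551 for Cxcl10 (exact permutation p of at least 0.438). Of these relations, only that of Cxcl1 passed an adjusted p of 0.05, within treatments and with all libraries. Without these 2 libraries, none of the 12 relations did so within treatments. So few orders are then left that no single relation could pass alone, so this decides nothing about the relations.

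Ctss, Mmp12, Ccl3, and Ccl4 are genes that macrophages express, and they were higher in aged bleo. The list of 10 macrophage genes, none of which the study labelled, was higher by 1.23 (exact permutation p = 0.0556, adjusted 0.132), and the libraries of the groups overlapped. All 10 genes rose, and 5 passed the thresholds. The most abundant of them, Lyz2, was at 628 ± 303 CPM (SD, n = 5) in aged bleo and 117 ± 33.6 CPM (SD, n = 4) in aged sham. RNA from macrophages may therefore contribute to these 4 genes. Between the groups, this and expression by fibroblasts cannot be told apart, as the macrophage level and the treatment rise together. Within treatments, r with the macrophage level was 0.979 for Ctss (exact permutation p = 6.94e-04, adjusted 0.00556). It was 0.506 for Mmp12, 0.641 for Ccl3, and 0.696 for Ccl4 (exact permutation adjusted p of at least 0.178). Ctss thus followed the macrophage level apart from the treatment, as macrophage RNA would. Expression by fibroblasts exposed to macrophages stays open. If the list measured macrophage RNA exactly, a larger share of it alone would leave no difference at a given list level. The list is an approximate measure, as Lyz2 rose by 2.42 (log2) and the list by 1.23. With the list level as a covariate, the log2 fold change was 1.93 for Ctss, 6.17 for Mmp12, 2.73 for Ccl3, and 2.79 for Ccl4. All 4 passed the thresholds, with an FDR of 0.0726 for Ccl3 and 0.0618 for Ccl4. Because the measure is approximate, these differences do not exclude a larger share of macrophage RNA alone. A change in what the macrophages express stays open. More leukocytes of every kind would raise all leukocyte lists, and the neutrophil list differed by -0.60 and the B cell list by -1.60.

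The sex of the mice was weighed because Xist was present in all 9 libraries. Reads of the Y chromosome left out by the authors' counting would not raise Xist, whose lowest level was 832 CPM, and 14 of the 1569 genes listed on the Y chromosome did have counts, 619 in all. The 1 count on the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d, and Uty over all libraries is consistent with libraries from female mice. Aged sham and aged bleo were alike in this, so sex does not separate these groups.

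The genes with the largest falls in aged bleo were Igkv4-79, Mal2 (log2 fold change -3.41), Ager (-3.32), Gpr1 (-3.27), and Cyp2b10 (-3.07). Igkv4-79 had 0 counts in aged bleo and was at least 92.1-fold lower on average, but aged sham 2 and 4 held almost all of its counts (385 and 624, against 1 in each of aged sham 1 and 3), and reads of immunoglobulin genes may be split between near-identical copies. With the trend over GC content and length taken out, 5 of the 5 passed the thresholds, but that trend was too small for falls this large to fail. Ager and Mal2 are expressed in epithelial cells, and Ager is itself in the epithelial list, whose level its fall lowers. The epithelial list differed by 0.33 and the endothelial list by 0.25 (-0.00549 and -0.11 with summed CPM), far from the falls of these genes, which counts against less RNA from all epithelial or endothelial cells. A loss of one epithelial cell type was not tested.

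None of the 19 marker lists differed between aged bleo and aged sham at an adjusted p under 0.05 (two-sided exact permutation test over all splits of the 9 libraries). Adjusted over 19 lists, a single list cannot pass alone, even with no overlap between the groups. The result therefore does not show that the lists are alike in both groups. The lowest adjusted p was 0.0754, shared by the B cell list at -1.60 (log2, exact p = 0.0159), the cell cycle list at 2.27 (p = 0.0238), the immediate early list (p = 0.0159), the PIM family at -0.45 (p = 0.0159), the cell cycle inhibitors at 1.29 (p = 0.00794, the smallest that 4 against 5 libraries allow), and the lipofibroblast list at 0.72 (p = 0.0238). The B cell, immediate early, and PIM lists were lower in 5 of 5 aged bleo libraries than in any aged sham library, the cell cycle inhibitors were higher in 5 of 5, and the cell cycle and lipofibroblast lists overlapped. With summed CPM, the cell cycle inhibitors differed by 0.0676, as Cdkn1a did not differ past the thresholds, so their difference is that of Cdkn2a and Cdkn2b. The neutrophil list differed by -0.60 (exact p = 0.468, adjusted 0.635), the pan-leukocyte list by 0.22 (exact p = 0.706, adjusted 0.779), and the T and NK cell list by 0.19 (exact p = 0.825, adjusted 0.825). The endothelial list differed by 0.25 (exact p = 0.270, adjusted 0.513), the epithelial list by 0.33 (exact p = 0.429, adjusted 0.635), the erythroid list by 0.32 (exact p = 0.698, adjusted 0.779), and the fibroblast identity list by 0.14 (exact p = 0.444, adjusted 0.635). The smooth muscle and pericyte list differed by 0.06 (exact p = 0.738, adjusted 0.779), and the NFAT family by 0.06 (exact p = 0.571, adjusted 0.724), which was -0.00407 with summed CPM. The Nr1d1 phase of the clock differed by -0.71 (exact p = 0.0397, adjusted 0.108), the Bmal1 phase by -0.33 (exact p = 0.111, adjusted 0.235), and the sex genes by -0.04 (exact p = 0.310, adjusted 0.535). The study named 3 genes of the Nr1d1 phase, 2 of the NFAT family, and 1 each of the neutrophil, smooth muscle and pericyte, and PIM lists, and no gene was in more than 1 marker list. How many of these genes fibroblasts express themselves was not tested.

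The transcript listed as Yam1 took 0.936 to 1.31% of the counts in aged sham and 2.12 to 3.48% in aged bleo. AY036118 took 0.476 to 0.664% and 1.04 to 1.83%. The 37 mitochondrial genes are listed at 0 counts in all libraries. No explanation was tested for these values.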
